# Hypoxia-induced immortalization of primary cells depends on *Tfcp2L1* expression

**DOI:** 10.1038/s41419-024-06567-z

**Published:** 2024-02-28

**Authors:** D. Otero-Albiol, J. M. Santos-Pereira, A. Lucena-Cacace, C. Clemente-González, S. Muñoz-Galvan, Y. Yoshida, A. Carnero

**Keywords:** Senescence, Mechanisms of disease

## Abstract

Cellular senescence is a stress response mechanism that induces proliferative arrest. Hypoxia can bypass senescence and extend the lifespan of primary cells, mainly by decreasing oxidative damage. However, how hypoxia promotes these effects prior to malignant transformation is unknown. Here we observed that the lifespan of mouse embryonic fibroblasts (MEFs) is increased when they are cultured in hypoxia by reducing the expression of *p16*^*INK4a*^, *p15*^*INK4b*^ and *p21*^*Cip1*^. We found that proliferating MEFs in hypoxia overexpress *Tfcp2l1*, which is a main regulator of pluripotency and self-renewal in embryonic stem cells, as well as stemness genes including *Oct3/4*, *Sox2* and *Nanog*. *Tfcp2l1* expression is lost during culture in normoxia, and its expression in hypoxia is regulated by Hif1α. Consistently, its overexpression in hypoxic levels increases the lifespan of MEFs and promotes the overexpression of stemness genes. ATAC-seq and Chip-seq experiments showed that Tfcp2l1 regulates genes that control proliferation and stemness such as *Sox2*, *Sox9, Jarid2 and Ezh2*. Additionally, *Tfcp2l1* can replicate the hypoxic effect of increasing cellular reprogramming. Altogether, our data suggest that the activation of *Tfcp2l1* by hypoxia contributes to immortalization prior to malignant transformation, facilitating tumorigenesis and dedifferentiation by regulating *Sox2*, *Sox9*, and *Jarid2*.

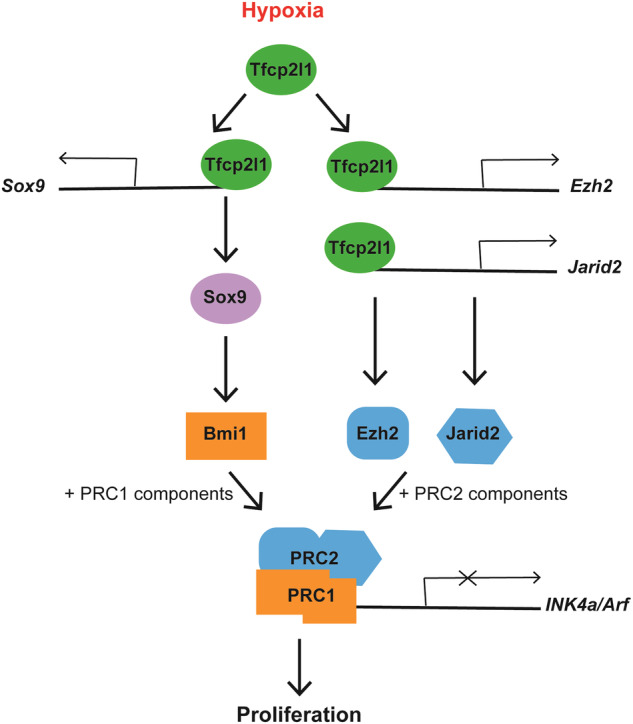

## Introduction

Senescence is a physiological state in response to stress and is characterized by irreversible proliferative arrest, changes in chromatin structure, specific epigenetic modifications, metabolic changes, high acid β-galactosidase activity, an increased secretion phenotype and organelle alterations [1]. It can be induced by intrinsic and extrinsic stimuli, such as telomere shortening, DNA-damage responses, oncogenic signaling detection, oxidative stress, and anti-cancer therapies [2]. It is also necessary for the regulation of different physiological processes, including tumor suppression [3, 4], the development of embryo structures, wound repair and cellular reprogramming in tissue repair [5]. Furthermore, cellular senescence correlates with tissue aging and is involved in the deleterious effects of age-related diseases [6].

Despite the number of physiological effects caused by cellular senescence, little is known about how low levels of oxygen, or hypoxia, which is a feature of every tissue in the organism [7], affect senescence and immortalization. Hypoxia can extend the lifespan of some primary cells [8–11] by decreasing oxidative damage [10]. However, how hypoxia promotes the evasion of senescence and whether this effect contributes to tumor malignancy is unclear [12, 13]. Additionally, hypoxia supports the pluripotency maintenance and self-renewal of embryonic stem cells (ESCs), induced pluripotent stem cells (iPSCs) and cancer stem cells (CSCs) through the activation of stemness genes such as *Oct3/4*, *Sox2* and *Nanog* [12–15]. For these reasons, here we investigated the effects of hypoxia on cellular senescence and immortalization and its possible relation to stemness physiology.

We show that hypoxia can extend the lifespan of MEFs through the activation of a main regulator of self-renewal and pluripotency, the transcription factor *Tfcp2l1*. According to our results, *Tfcp2l1* is transcriptionally regulated by Hif1α and binds to the regulatory regions of genes associated with proliferation or stemness, including *Sox2*, *Sox9*, *Jarid2* and *Ezh2*, as shown using ATAC-seq and ChIP-seq. Furthermore, we found that *Tfcp2l1* regulates the effect of hypoxia on cellular reprogramming. Our results suggest that the activation of *Tfcp2l1* by hypoxia could be relevant in immortalization prior to malignant transformation and the dedifferentiation, facilitating tumorigenesis and tumor malignancy.

## Methods

### MEFs isolation and culture

Wild-type MEFs were isolated from day 13.5 embryos derived from C57BL/6J mice. Briefly, pregnant females were sacrificed, and the whole uterus was extracted. Every embryo contained in the uterus was minced after removing red organs and the head. Then, tissue pieces were enzymatically dissociated using trypsin 2.5% (Invitrogen) and type IV collagenase (Merck). After this, MEFs were cultured under normoxic (20% O_2_) or hypoxic (3% O_2_) atmospheres with 5% CO_2_ at 37 °C. Hypoxia was achieved and maintained by flushing a hypoxic gas mixture in CO_2_ incubators (ThermoFisher Scientific). The culture medium used was DMEM supplemented with 10% fetal bovine serum (FBS; Life Technologies), penicillin 40 μg/mL, and streptomycin 40 μg/mL (Merck). The 3T3 modified protocol was performed after isolating the MEFs; cells were counted every 3 days, and 1×10^6^ cells were seeded in a new culture dish.

For treatments, 1 × 10^6^ cells were seeded, and, 24 h later, compounds were added to the culture medium: 6 mM dimetiloxalilglicina (DMOG) (Frontier Scientific) and 100, 500 or 1000 ƞg/μL doxycycline (Merck). After the indicated time for each experiment, the cells were fixed to assay acid β-galactosidase activity or collected for total RNA and total protein isolation.

All animal procedures were performed according to the experimental protocol approved by the IBIS and HUVR Institutional Animal Care and Use Committee (0309-N-15).

### Lentiviral vectors and cell transduction

HEK-293-T cells were used for the lentivirus production. Briefly, the cells were transfected with 1 mg/mL polyethylenimine, 10 μg lentiviral DNA plasmid, 8 μg psPAX2 plasmid vector coding *GAG* and *POL* genes and 2 μg pMD2G plasmid vector coding *VSV-G* gene. The HEK-293-T cells were then incubated in DMEM supplemented with lentiviral particles at 37 °C and collected 48 hours later. The lentivirus-containing medium was diluted 1:4 in DMEM and supplemented with 8 μg/mL polybrene (Merck). Finally, the medium was added to the target cells, which were incubated at 37 °C for 6 h. After 24 h, selection medium was added containing puromycin (Nucliber), blasticidin (Merck) or hygromycin B (Life Technologies).

The plasmids used to downregulate the expression of *Tfcp2l1* were kindly donated by Dr. Qi-Long Ying (University of Southern California): pLKO.1-Scramble-shRNA, pLKO.1-mTfcp2l1-shRNA#1 (GCAGGAATGTGAGGCCAAAGA) and pLKO.1-mTfcp2l1 shRNA#2 (GCTCTTCAATGCCATCAAAGG) [16]. pLenti-CMV-Tfcp2l1 was provided by Origene. The following plasmids were obtained from the Addgene repository: pLenti-CMV-MCS-GFP-SV (Addgene #73582), pLenti-CMV-rtTA3 (w756-1) (Addgene #26429), pcDNA3-mHif1α-Myc (P402A/P577A/N813A) (Addgene #44028), psPAX2 (Addgene #12260) and pMD2G (Addgene #12259). pLenti-CMVtight-Tfcp2l1 and pLenti-CMV- mHif1α-Myc (P402A/P577A/N813A) were provided by one of the authors. Finally, plasmids used for the iPSC generation are described elsewhere [17], and pMXs-*Tfcp2l1* was provided by one of the authors.

### iPSCs generation

The generation of miPSCs was performed as described previously [17], with some modifications: the oxygen concentration for hypoxia was 3% O_2_, the hypoxia treatment was 9 days long, *Tfcp2l1* cDNA was transduced using pMXs retroviral vector, and scrambled shRNA and shRNAs against *Tfcp2l1* mRNA were transduced using pLKO lentiviral vectors. Total RNA was isolated from MEFs 4 days after the transduction, and GFP^+^ colonies were counted 21 days after the transduction.

### Detection of acid β-galactosidase activity

Senescent and control MEFs were fixed in 0.5% glutaraldehyde, washed in 1 mM MgCl2-PBS and incubated in staining solution containing 20× KC (0.82 g K_3_Fe(CN)6 and 1.05 g of K4Fe(CN)6·3H_2_O in 25 mL PBS) 5-Bromo-4-Chloro-3-Indolyl β-D-Galactopyranoside (X-Gal) and 1 mM MgCl_2_ in PBS at pH 5.5 and 37 °C for 3 h. The percentage of positive β-galactosidase cells was quantified using an optical microscope.

### qPCR and qPCR-array

Total RNA was isolated from cells using an RNeasy Kit (Qiagen). 1 μg RNA was retrotranscribed with MultiScribe Reverse Transcriptase (Applied Biosystems). The qPCR reaction was performed using TaqMan Assay (Applied Biosystems) probes for *Actb* (Mm02619580_g1), *Ldha* (Mm01612132_g1), *Bax* (Mm00432051_m1), *Myc* (Mm00487804_m1), *Bmi1* (Mm03053308_g1), *Nanog* (Mm02019550_s1), *p21*^*Cip1*^ (Mm04205640_g1), *Oct3/4* (Mm03053917_g1), *p16*^*INK4a*^ (Mm00494449_m1), *Rest* (Mm00803268_m1), *p15*^*INK4b*^ (Mm00483241_m1), *Sox2* (Mm03053810_s1) *Esrrb* (Mm00442411_m1), *Sox9* (Mm00448840_m1), *Gbx2* (Mm00494578_m1), *Stat3* (Mm0129775_m1), *Hes1* (Mm01342805_m1), *Tbx3* (Mm01195726_m1), *Hey1* (Mm00468865_m1), *Tgfa* (Mm00446232_m1), *Klf2* (Mm00500486_g1), *Tfcp2l1* (Mm00470119_m1), *Klf4* (Mm00516104_m1), *Vegfa* (Mm00437306_m1), *Jarid2* (Mm00445574_m1) and *Ezh2* (Mm00468464_m1). Results are shown as relative quantitative values, which are expressed as 2^-ΔCt^ or as the relative expression of the mRNA.

Applied Biosystems qPCR array cards (ThermoFisher Scientific 4385363) were used to study the differential expression of gene markers for differentiated cells, undifferentiated cells and stem cells and also stemness genes. The quality and quantity of RNA from the cells was measured using a Qubit RNA Assay Kit (ThermoFisher Scientific). Reverse transcription was performed as described before, and cDNA was mixed with Taqman Fast Advanced Master Mix (ThermoFisher Scientific) to conduct qPCR. Z-scores were calculated from the 2^-ΔCt^ data, and the results were relativized to the sample of proliferative MEFs in normoxia. The data are represented as a heatmap using Multi Experiment Viewer (http://www.tm4.org) and as a Venn Diagram using Bioinformatics & Evolutionary Genomics (http://bioinformatics.psb.ugent.be/webtools/Venn/).

### Immunoblotting

Total protein extracts and western blot analysis were performed as described before [18]. The primary and secondary antibodies used were: p16^INK4a^ 1:500 (Santa Cruz; sc-1207), p21^Cip1^ 1:1000 (Abcam; ab109520), p-H2AX (Ser139) 1:1000 (Millipore; 05-636), p-p53 (Ser15) 1:1000 (Abcam; ab1431), Hif1a 1:1000 (BD Transduction Laboratories; 610958), α-tubulin 1:5000 (Sigma-Aldrich; T9026), Sox2 1:1000 (Abcam; ab97959), Nanog 1:500 (Santa Cruz; sc293121), cMyc-tag 1:1000 (Origene; TA150014), Oct3/4 1:500 (Santa Cruz; sc-5279), Tfcp2l1 1:1000 (Novus Biologicals; AF5726), goat anti-rabbit IgG (horseradish peroxidase, HRP) 1:5000 (Abcam; ab97051), rabbit anti-mouse IgG (HRP) 1:5000 (Abcam; ab97046) and rabbit anti-goat IgG (HRP) 1:5000 (Abcam; ab97100). See uncropped WB in supplementary material.

### ChIPmentation and ChIP-qPCR

ChiPmentation, which combines massive DNA sequencing of chromatin immunoprecipitation (ChIP-Seq) samples and the preparation of sequencing libraries with transposase Tn5 (TAGmentation) [19, 20], was performed as described previously [21] with modifications in the crosslinking steps. MEFs from 3T3 experiments in hypoxia and normoxia were used as samples. 2.4 × 10^7^ cells were fixed using a final concentration of 1% paraformaldehyde (PFA) in 200 mM phosphate buffer added to the culture medium and incubated for 10 min at 37 °C. The crosslinking reaction was stopped by adding 125 mM glycine and incubating the cells for 10 min at room temperature. Afterwards, the cells were collected from the culture dish with cold PBS supplemented with protease inhibitors cocktail (PIC) (Merck) and phenylmethylsulfonyl fluoride (PMFS) (Merck). Tfcp2l1 was immuneprecipitated using 2 μg of anti-Tfcp2l1 (Novus Biologicals; AF5726).

The sequencing data was analyzed as described previously [21] and is available through the Gene Expression Omnibus under accession code GSE173648. Additionally, we performed an enrichment analysis for Gene Ontology (GO) terms for Biological Process using Enrichr [22, 23]. We selected for each sample the 20 most significant terms by their p-values and classified them into ancestral ontological terms using the tool CateGorizer [24]. Next, we formed categories defining general biological processes where ancestral terms could be included. The results were represented as the percentage of genes from the number of genes studied.

ChIP-qPCR was used to validate the ChIP-Seq results. The crosslinking steps were done as described above. Once the cells were collected, they were homogenized with lysis buffer (5 mM Pipes, pH 8, 85 mM KCl, 0.5% NP-40, PIC and PMSF). Afterwards, the cells were centrifuged and resuspended in nuclear lysis buffer (1% SDS, 10 mM EDTA, 1.50 mM Tris-HCl pH 8, PIC and PMSF). The resulting chromatin was sonicated in this buffer using a Bioruptor (Diagenode) for 15 min on ice at intervals of 30 s of sonication and 30 s of pause. The size of the DNA fragments was checked by purifying part of the sample. 200 μL of sonicated chromatin was immunoprecipitated in 800 μL immunoprecipitation buffer (0.001% SDS, 1.1% Triton X-100, 1.2 mM EDTA,16.7 mM Tris-HCl pH 8.1,167 mM NaCl, PIC and PMSF) with antibodies against Tfcp2l1 (Novus Biologicals; AF5726) or RNA polymerase II (POLR2A) (ThermoFisher Scientific; MA1-10882), which was used as a positive control. After 16 hours of incubation, ChIP-Grade Protein G Magnetic Beads (Cell Signaling) were added to the mixture, which was washed with low salt washing buffer (0.1% SDS, 1% Triton x-100, 2 mM EDTA, 20 mM Tris-HCl, pH 8.1, and 150 mM NaCl), high salt washing buffer (0.1% SDS, 1% Triton x-100, 2 mM EDTA, 20 mM Tris-HCl, pH 8.1, and 500 mM NaCl) and LiCl washing buffer (0.25 M LiCl, 1% NP-40, 1% NaDoc, 1% EDTA and 10 mM Tris-HCl, pH 8.1) using a magnetic rack. Magnetic beads were removed by washing with TE and 1% TE-SDS buffer and heating the mixture at 65 °C.

Finally, the DNA was purified using a standard ethanol precipitation protocol. The DNA was amplified by qPCR using primers against sequences where the ChIP-seq peaks were located. A gene desert locus was used as a negative control, and the first exon of α-tubulin was used as a positive control for the qPCR. Ct data was analyzed using the relative quantification method, and the results (expressing the proportion of DNA of the sample to the input) was represented by normalizing the sample immunoprecipitated with anti-Tfcp2l1 to the sample immunoprecipitated with IgG. The primers used were *Sox2* (Fw: ACCAGGGCTGTGTTAAATGC Rv: GAGTGAGCAGGGGAAGGAAC), *Sox9* (Fw: TTTTGGAGCAGGGAGGGTTG, Rv: gtgtgtgtgtgtTGAGAGGG), *Tgfa* (Fw: CATCCACTGGTGCTGCTAAG, Rv: GGTCCTCAGTGTAGTCCAGG), *Gene desert* (Fw: CACTCTTCTTATAGGACCCTTTG Rv: CTGTCTACCTGTTCTTTACATTCT), and *α-Tubulin* (Fw: GCACCAATCACCACTCTCCT, Rv: AGGCGGTCGATGTAAGAGAA).

### Analysis of public datasets

To analyze the regulator regions associated with *Tfcp2l1* in the DNA, the chromatin 3D structure was observed using HiC data (ENCODE, GSE74055) [25] in the Wash U Epigenome Browser. Potential regulator elements (active promoters and enhancers) were analyzed using public ChIP-Seq data for histone modifications, H3K4me3 and H3K27ac (GSE49847) [26]. These datasets were visualized in USCS Genome Browser, and peaks included in the region studied using the HiC data were analyzed with JASPAR [27] to determine if Hif1α, Arnt or the Hif1α-Arnt DNA binding domains were contained in the sequence. Only peaks where predictions to find these DNA-binding motifs resulted in score values higher than 8 were selected.

Chipmentation data generated in this study is available through the Gene Expression Omnibus under accession code GSE173648.

Retrospective meta-analysis of transcriptome profiling of iPSCs reprogrammed under different oxygen concentrations (GSE26489) and their reprogramming intermediates (GSE116309), microarray experiments were previously performed in Shinya Yamanaka laboratory using SurePrint G3 Mouse Gene Expression 8×60 Kit (Agilent Technology) in a Microarray Scanner System (Agilent Technology). Results were obtained analyzing this data using GeneSpring (Agilent Technology). Additional data are available from Dr. Shinya Yamanaka or Dr. Yoshinori Yoshida upon reasonable request.

### ATAC-seq

ATAC-seq assays were performed using standard protocols [20, 28], with minor modifications. Briefly, 70,000 MEFs per condition were collected by centrifugation for 5 min at 500 × *g* 4 °C. Supernatant was removed and cells washed with PBS. Then, cells were lysed in 50 µl of Lysis Buffer (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% NP-40, 1x Roche Complete protease inhibitors cocktail) by pipetting up and down. The whole cell lysate was used for TAGmentation, which were centrifuged for 10 min at 500 × *g* 4 °C and resuspended in 50 µl of the Transposition Reaction, containing 2.5 µl of Tn5 enzyme and TAGmentation Buffer (10 mM Tris-HCl pH 8.0, 5 mM MgCl_2_, 10% w/v dimethylformamide), and incubated for 30 min at 37 °C. Immediately after TAGmentation, DNA was purified using the Minelute PCR Purification Kit (Qiagen) and eluted in 20 µl. Libraries were generated by PCR amplification using NEBNext High-Fidelity 2X PCR Master Mix (NEB). The resulting libraries were multiplexed and sequenced in a HiSeq 4000 pair-end lane producing 100 M of 49-bp pair end reads per sample.

ATAC-seq reads were aligned to the GRCm38 (mm10) mouse genome assembly using Bowtie2 2.3.5 [29] and those pairs separated by more than 2 Kb were removed. The Tn5 cutting site was determined as the position −4 (minus strand) or +5 (plus strand) from each read start, and this position was extended 5 bp in both directions. Reads below 150 bp were considered nucleosome free. Conversion of SAM alignment files to BAM was performed using Samtools 1.9 [30]. Conversion of BAM to BED files, and peak analyses, such as overlaps or merges, were carried out using the Bedtools 2.29.2 suite [31]. Conversion of BED to BigWig files was performed using the genomecov tool from Bedtools and the wigToBigWig utility from UCSC [32]. For visualization purposes, reads were extended 100 bp. Peaks were called using MACS2 2.1.1.20160309 algorithm [33] with an FDR < 0.05, and merged into a single pool of peaks that was used to calculate the differentially accessible sites with the DESeq2 1.18.1 package in R 3.4.3 [34], using pseudo-replicates by randomly splitting reads from each experiment in two files. For data comparison, all ATAC-seq experiments used were normalized using reads falling into peaks to counteract differences in background levels between experiments [21]. Heatmaps, average profiles and k-means clustering of ATAC-seq data were generated using computeMatrix and plotHeatmap tools from the Deeptools 3.5 toolkit [35]. TF motif enrichment were calculated using Homer [Heinz, Mol Cell 2010], with standard parameters. For gene assignment to ATAC peaks, we used the GREAT 3.0.0 tool [36], with the basal plus extension association rule with standard parameters (5 Kb upstream, 1 Kb downstream, 1 Mb maximum extension).

### Statistical information

Experiments were performed a minimum of three independent times (biological replicates) with three technical replicates each time. The values of the results plotted represent the mean and error bars, which correspond to standard error of mean (SEM). Student’s t Test and ANOVA (one way) analysis were performed using GraphPad Prism 6.01. Statistical significance is represented as *p < 0.05, **p < 0.01 and ***p < 0.001.

## Results

### Hypoxia bypasses cellular senescence

To study the effects of hypoxia on cellular senescence, we compared the proliferation and senescence features of MEFs in two different oxygen conditions: normoxia (20% O_2_) and hypoxia (3% O_2_). First, we isolated and cultured MEFs from day 13.5 embryos in either condition following a modified 3T3 protocol. MEFs extracted in normoxia entered senescence around day 30, but in hypoxia they remained immortal (Fig. 1A). Furthermore, the senescent MEFs showed higher acid β-galactosidase activity and acquired typical senescent morphological features, whereas those cultured in hypoxia did not (Fig. 1B and Supplementary Fig. S1).

**Fig. 1:**
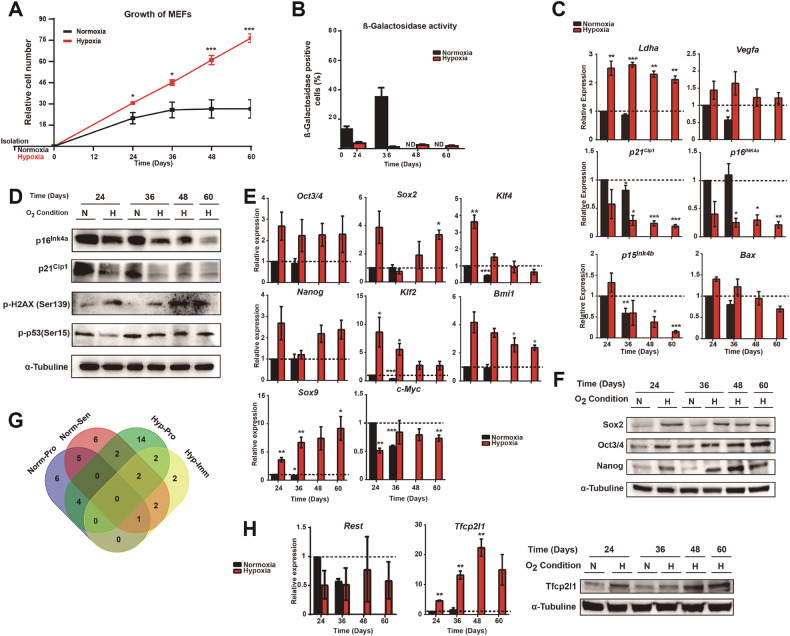
Hypoxia can extend lifespan in vitro and increase the expression of stemness-associated genes. **A** Growth of MEFs in normoxia or hypoxia. MEFs were isolated and cultured in hypoxia or nomoxia for their amplification. Growth was observed using the 3T3 protocol. **B** Percentage of acid β-galactosidase activity positive cells. MEFs were stained with X-Gal. **C** Transcriptional analysis of the expression of genes related to hypoxia or cellular senescence. The mRNA levels of *Ldha, Vegfa, p21*^*Cip1*^*, p16*^*INK4a*^*, p15*^*INK4b*^ and *Bax* were measured by qRT-PCR. **D** Protein levels of senescence markers. Protein levels of p16^INK4a^, p21^Cip1^, p-H2AX (Ser139) and p-p53 (Ser15) were compared by western blot using α-tubulin as the load control. **E** Expression of stemness-associated genes. mRNA levels of *Oct3/4, Sox2, Klf4, Nanog, Klf2, Bmi1, Sox9 and cMyc* were measured by qPCR 24, 36, 48 and 60 days after the starting 3T3 modified protocol. **F** Levels of stemness-associated proteins. Protein levels of Sox2, Oct3/4 and Nanog were compared by western blot using α-tubulin as the load control. **G** Classification of the number of genes overexpressed by each sample. The Venn diagram shows the number of genes overexpressed by each sample. **H** Validation of *Rest* and *Tfcp2l1* overexpression. The mRNA levels of both genes were measured by qPCR. Protein levels were also measured for Tfcp2l1 by western blot. Graphs show the average of at least, 3 biological and experimental independent repetitions. Student’s t test was used for the growth and mRNA analysis and ANOVA (one way) analysis was used for the acid β-galactosidase analysis. Graphs show the average of at least, 3 biological and experimental independent repetitions (*p < 0.05; **p < 0.01; ***p < 0.001). ND not determined.

Next, we measured the expression levels of different senescent markers. Two transcriptional targets of Hifα proteins, *Ldha* and *Vegfa* [37], showed increased expression levels in hypoxia (Fig. 1C). On the other hand, the expression of several senescent markers, including the cyclin-dependent kinase inhibitors (CKIs) *p16*^*INK4a*^, *p15*^*INK4b*^ and *p21* ^*CIP1*^, was higher in normoxia, and their expression decreased as the cells continued proliferating (Fig. 1C, D). We also found high levels of phosphorylated H2AX (Ser 139) and phosphorylated p53 (Ser 15) in hypoxia, which could indicate DNA damage produced by excessive proliferation [38–40]. However, we also found a decrease in the expression of p53 targets, such as the proapoptotic protein *Bax* and *p21*^*Cip1*^ [41] (Fig. 1C, D) suggesting that the transcriptional response to p53 is impaired in MEFs in hypoxia. Altogether, these data indicate that MEFs bypass senescence in hypoxic conditions.

### Hypoxia induces stemness in naïve MEFs

Hypoxia increases the lifespan of differentiated fibroblasts, mimicking the unlimited replicative potential of stem cells [10] (Fig. 1A). Therefore, we investigated whether hypoxia promotes the stem cell properties of MEFs. We found increased expression levels of three Yamanaka factors (*Oct3/4*, *Sox2*, and *Klf4*) along with *Nanog*, *Klf2, Bmi1* and *Sox9* (Fig. 1E). We also found that the mRNA level of *cMyc* was maintained in hypoxia but decreased with time in normoxia (Fig. 1E). We also found a correlation in mRNA and protein levels for Sox2, Oct3/4 and Nanog (Fig. 1F). These results confirmed the acquisition of a stem cell expression profile in hypoxia and could explain the increase in the proliferative capacity of the MEFs.

To explore which other stemness genes are involved in the immortalization phenotype caused by hypoxia, we used a qPCR array that included genes that are markers for differentiated cells, undifferentiated cells, stem cells and also stemness genes. We compared the expression profile of MEFs at two different time points: when cells showed similar replicative properties in normoxia and hypoxia (Norm-Pro and Hyp-Pro); and when the cells entered senescence in normoxia but still proliferated and were considered immortalized in hypoxia (Norm-Sen and Hyp-Imm). Each of the four conditions showed a unique expression profile in the qPCR array (Supplmentary Fig. S2). Hyp-Pro and Hyp-Imm cells generally overexpressed more genes related to undifferentiated cells and stem cells compared to Norm-Pro and Norm-Sen, which generally expressed more gene markers for differentiated cells. Next, we focused on the genes highly expressed in Hyp-Imm cells, which could regulate immortalization. Two genes were overexpressed, and both were related to stem cells: *Rest* and *Tfcp2l1* (Supplmentary Fig. S2). *Tfcp2l1* was increasingly expressed with time in hypoxic MEFs at the mRNA and protein levels (Fig. 1G, H).

### *Tfcp2l1* in MEF immortalization

Because *Tfcp2l1* plays an important role in maintaining the self-renewal and pluripotency of stem cells [42, 43], we decided to study its causality and relevancy in the lifespan extension of MEFs in hypoxia. To do this, we modified its expression in hypoxia. First, we induced the overexpression of two different shRNAs against the mRNA of *Tfcp2l1* in MEFs cultured in hypoxia and normoxia, as control (Fig. 2A). Physiologically, we observed a sudden stop of proliferation in the MEFs overexpressing the shRNAs, whereas MEFs expressing a scrambled shRNA showed unchanged growth (Fig. 2B). We also observed increased acid β-galactosidase activity along with the acquisition of typical senescent morphology in MEFs with low levels of *Tfcp2l1* (Fig. 2C, D). This pattern was consistent with the downregulation of *Tfcp2l1* in normoxic MEFs (Supplementary Figs. S3B–4D). The downregulation of *Tfcp2l1* was accompanied by an increased expression of *p16*^*INK4a*^ in both oxygen conditions (Fig. 2E), confirming cell cycle arrest and senescence. These findings suggest that *Tfcp2l1* is necessary for maintaining the proliferation capacity of MEFs, and its downregulation activates senescence.

**Fig. 2:**
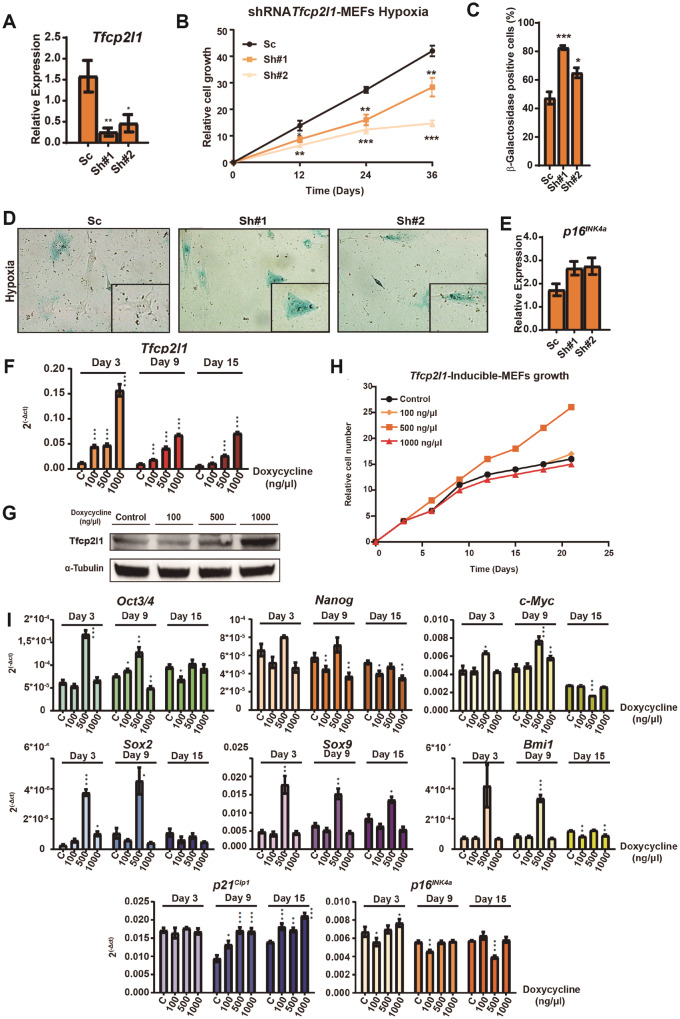
Reduction in the expression of *Tfcp2l1* induces premature senescence with high levels of *p16*^*INK4a*^. **A** mRNA levels of Tfcp2l1 in shRNA-MEFs. MEFs were cultured in hypoxia and transduced with a scrambled shRNA or shRNA against *Tfcp2l1* mRNA. 3T3 protocol started after selection and transcriptional expression of *Tfcp2l1* was measured by qRT-PCR at day 3. **B** Relative cell growth of MEFs-Sc, MEFs-Sh#1 and MEFs-Sh#2. After selection, relative cell growth was observed using a 3T3 modified protocol. **C** β-galactosidase activity in hypoxia. Transduced and selected MEFs were fixed after 3 days of culture in the 3T3 modified protocol and stained with X-Gal. **D** Senescent-associated morphology and X-Gal staining. Cellular morphology was observed while quantifying acid β-galactosidase activity. **E** The transcriptional expression *p16*^*INK4a*^ was measured by qRT-PCR at day 3 of 3T3 protocol. **F** mRNA levels of *Tfcp2l1*. MEFs were cultured in normoxia and transduced with *Tfcp2l1* cDNA and a vector expressing a transactivator inducible by doxycycline. After the selection of double transduced cells, MEFs were cultured in a 3T3 modified protocol. mRNA levels of *Tfcp2l1* were analyzed by qPCR on days 3, 9 and 15 of the protocol. The representative experiment shown was performed in independent triplicate samples. **G** Protein levels of *Tfcp2l1* in MEFs. MEFs were treated with different concentrations of doxycycline during the 3T3 modified protocol, and protein levels of Tfcp2l1 were measured by western blot. **H** Growth of MEFs-. Transduced and selected MEFs-*Tfcp2l1*-inducible treated with doxycycline in normoxia were cultured in the 3T3 modified protocol. Relative cell numbers are shown. **I** mRNA levels of stemness-associated genes and CKIs. mRNA levels of *Oct3/4, Nanog, cMyc, Sox2, Sox9, Bmi1, p21*^*Cip1*^ and *p16*^*INK4a*^ were analyzed by qPCR. Student’s t test was used for the statistical analysis of relative cell growth and mRNA levels in MEFs. ANOVA (one way) was used for the statistical analysis of acid β-galactosidase activity. The representative experiment shown was performed in independent triplicate samples. Graphs show the average of at least 3 biological and experimental independent repetitions (*p < 0.05; **p < 0.01; ***p < 0.001).

To determine if the ectopic expression of *Tfcp2l1* in normoxia could replicate the lifespan increase in MEFs observed in hypoxia, we induced the constitutive expression of *Tfcp2l1* cDNA in normoxia. MEFs highly overexpressing *Tfcp2l1* (*Tfcp2l1*-MEFs) stopped proliferating, acquiring typical morphological features of senescent cells and also increased their acid β-galactosidase activity (Supplmentary Fig. S3A, B). We confirmed that *Tfcp2l1* was overexpressed at the mRNA and protein levels. We noticed that at mRNA level, however, the overexpression of *Tfcp2l1* was considerably higher (1000 times) than in hypoxia. This could explain the proliferation arrest, as we also found higher expressions of *p16*^*INK4a*^ and *p21*^*Cip1*^ in *Tfcp2l1*-MEFs (Supplmentary Fig. S3C, D). *Oct3/4*, *Sox2*, *Klf4* and *Nanog* all had higher expression levels. We also observed the upregulation of genes related to Tfcp2l1 signaling in mouse (m)ESCs and to development, including *Esrrb*, *Klf2*, *Tbx3* and the Notch-related genes *Hes1* and *Hey1* [42–44] (Supplmentary Fig. S3D). These results suggest that supraphysiological levels of *Tfcp2l1* are an oncogenic stimulus that induce an oncogene-induced senescence (OIS)-like response in normal cells.

Next, we tried to reproduce in normoxia the physiological upregulation of *Tfcp2l1* seen in hypoxia using a doxycycline-inducible expression system. We confirmed that the overexpression of *Tfcp2l1* was proportional to the concentration of doxycycline added to the culture medium (Fig. 2F, G). Of the three doxycycline doses tested, only 500 ng/μL increased Tfcp2l1 protein at physiological range levels and increased the MEF lifespan (Fig. 2H, and supplementary Fig. S4). This dose in normoxia also upregulated *Oct3/4*, *cMyc*, *Nanog*, *Sox2*, *Sox9* and *Bmi1* at days 3 and 9 (Fig. 2I). Finally, *p21*^*Cip1*^ expression increased, but *p16*^*INK4a*^ expression was unchanged (Fig. 2I). These results indicate that only physiological or near physiological expression levels of *Tfcp2l1* extend the lifespan of MEFs in normoxia by regulating stem cell genes and CKIs.

### Activation of *Tfcp2l1* in hypoxia

Next, we investigated how hypoxia activates *Tfcp2l1*. First, we simulated hypoxia by adding to the culture medium of normoxic MEFs dimethyloxalylglycine (DMOG), a HIF-hydroxilase inhibitor which allows the stabilization of HIFα proteins in normoxia. We observed the overexpression of *Tfcp2l1* in these hypoxia-like conditions (Fig. 3A). DMOG also stimulated a higher expression level of *Ldha*, indicating Hifα protein activity (Fig. 3B). We also observed an increased expression of *Oct3/4*, *Sox2* and *Klf4* (Fig. 3B). Therefore, we investigated Hif1α DNA binding motifs in cis-regulatory elements close to *Tfcp2l*1. For this purpose, we used HiC public data [25]. We delimited the DNA region of study to the topologically associated domains (TADs) surrounding *Tfcp2l1*. We noticed that *Tfcp2l1* shares a potential TAD with another important gene for development, *Gli2*. However, this TAD is divided into two sub-TADs. Then, we studied potential active enhancers and promoters in the area covered by these sub-TADs using ChIP-Seq public data for H3K27ac and H3K4me3, which mark active enhancers and promoters or only promoters, respectively [26, 45]. We then used JASPAR to find the DNA-binding motif of Hif1α in the sequences of the peaks. We found four potential active enhancers and promoters in the studied area containing that motif with a high score, one of them downstream of *Tfcp2l1*, that would likely be regulating its expression through Hif1α binding. Indeed, one of them shows Hif1α binding in mouse embryonic stem cells (mESCs) and Hif1α is also bound close to the *Tfcp2l1* gene in these cells (Fig. 3C).

**Fig. 3:**
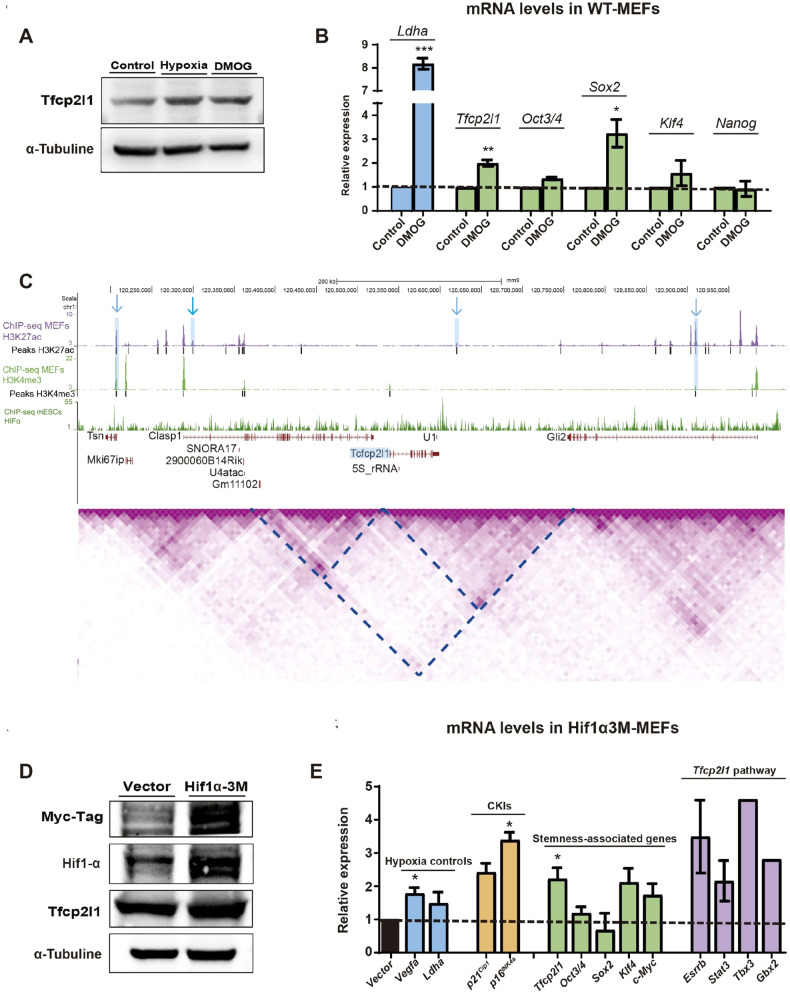
Activation of Hifα in normoxia promotes the expression of *Tfcp2l1*. **A** Tfcp2l1 protein levels in MEFs treated with DMOG in normoxia. MEFs were treated with DMOG for 24 h in normoxia, and proteins were extracted and compared by western blot with control MEFs in normoxia and hypoxia. **B** mRNA levels of MEFs treated with DMOG. MEFs were treated with DMOG for 24 h in normoxia, and mRNA was extracted and compared by qRT-PCR with control MEFs in normoxia. **C** Potential promoters and enhancers at the Hif1α DNA-binding motif. HiC data was visualized to locate TADs near *Tfcp2l1*. DNA sequences from peaks of H3K27ac and H3K4me3 ChiP-Seq in MEFs were analyzed with JASPAR to detect the Hif1α, ARNT and the ARNT-Hif1a DNA binding domains. Arrows show peaks with higher probability to find these DNA binding motifs. **D** Protein levels of Tfcp2l1 and Hif1α induced after Hi1α3M transduction. Protein levels of Hif1α, Myc-Tag, and Tfcp2l1 were measured by western blot after the transduction. **E** mRNA levels of hypoxia target genes, CKIs, stemness-associated genes and genes from the Tfcp2l1 pathway in development. Transcriptional expression was measured by qRT-PCR for *Vegfa, Ldha, p16*^*INK4a*^*, p21*^*Cip1*^*, Tfcp2l1, Oct3/4, Sox2, Klf4, cMyc, Esrrb, Stat3, Tbx3* and *Gbx2*. Student’s t test was used for the statistical analysis of relative cell growth and mRNA levels in MEFs. Graphs show the average of at least 3 biological and experimental independent repetitions (*p < 0.05; **p < 0.01; ***p < 0.001).

To confirm if Hif1α activated the expression of *Tfcp2l1*, we overexpressed a mutant version that is stable and constitutively active in normoxia (Hif1α-3M) [46]. As result, we observed increased expression of *Vegfa* and *Ldha*, which confirmed the transcriptional activity of Hif1α in normoxia. We observed an increase in the mRNA levels of *p16*^*INK4a*^ and *p21*^*Cip1*^ when MEFs stopped growing with features of OIS after overexpressing Hif1α-3M. Additionally, *Tfcp2l1* overexpression was detected at the mRNA and protein levels, and we observed a higher expression of some stemness genes and genes implicated in the Tfcp2l1 signaling pathway in development (Fig. 3D–E). All these data strongly suggest that Hif1α regulates the expression of *Tfcp2l1* under hypoxic conditions.

### *Tfcp2l1* in cellular reprogramming

Considering the role of *Tfcp2l1* in the regulation of proliferation and self-renewal of ESCs and the results obtained in our experiments, we decided to study the relevance of *Tfcp2l1* in the increase of cellular reprogramming caused by hypoxia [17]. To do this, we transduced the 4 Yamanaka factors, *Oct3/4*, *Sox2*, *Klf4* and *cMyc* (4F), and 4F plus *Tfcp2l1* in MEFs. We confirmed the overexpression of *Tfcp2l1* 4 days after the transduction (Fig. 4A). We then compared the number of iPSC colonies generated in 4F-MEFs and 4F-Tfcp2l1-MEFs cultured in normoxia with 4F-MEFs cultured in hypoxia for 9 days. All MEFs for these experiments carried a GFP reporter cassette for the expression of *Nanog* [47]. We observed an increase in GFP^+^ colonies in 4F-Tfcp2l1-MEFs, similar to the increase in 4F-MEFs treated with hypoxia (Fig. 4B, C). We also checked the expression of Tfcp2l1 transcriptional targets in these conditions and found higher levels of *Jarid2* but not of *Ezh2* in 4F-Tfcp2l1 MEFs (Fig. 4D).

**Fig. 4:**
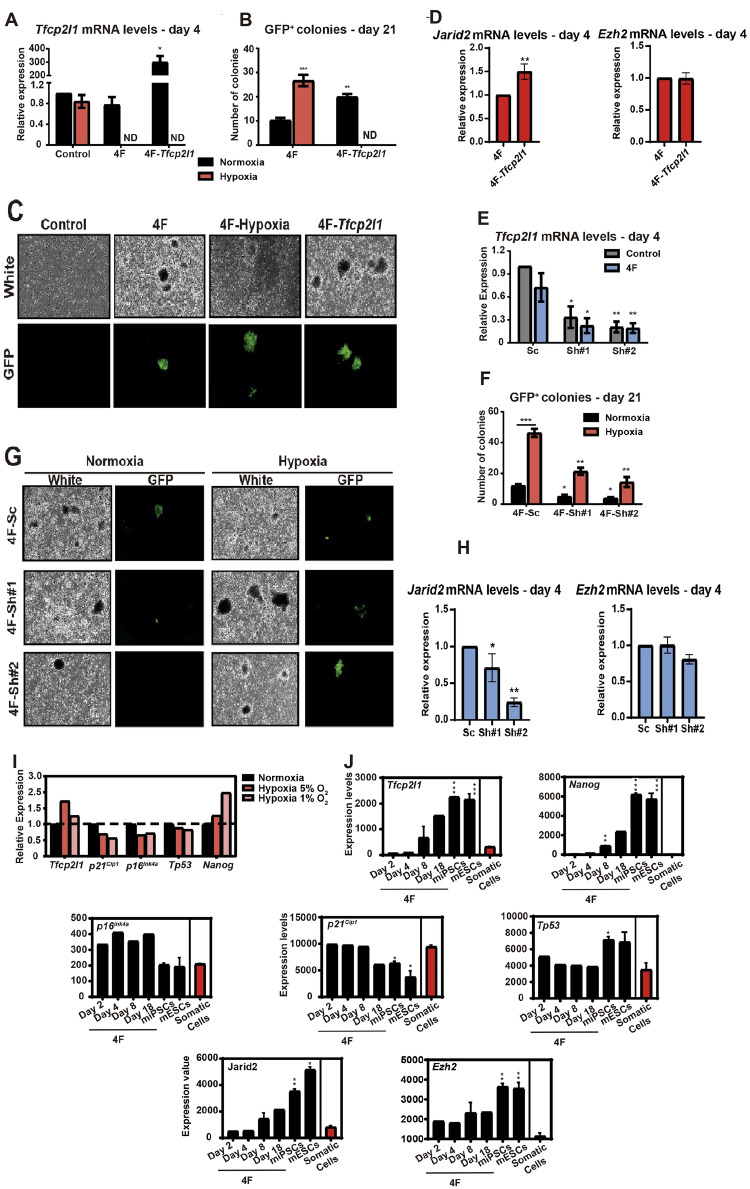
*Tfcp2l1* can replicate the effect of hypoxia in reprogramming. **A** Transcriptional expression of Tfcp2l1. 4 days after transduction, mRNA samples were obtained from all conditions, and qRT-PCR was performed. **B** Number of GFP^+^ iPSCs colonies. GFP^+^ colonies from MEFs were counted 21 days after the transduction in all conditions. **C** iPSCs colonies. GFP^+^ colonies from MEFs were observed. Fluorescent microscopy images are shown. **D** Transcriptional expression of *Jarid2* and *Ezh2*. 4 days after transduction, mRNA samples were obtained and qRT-PCR of Tfcp2l1 transcriptional targets was performed. **E** Transcriptional expression of *Tfcp2l1* in MEFs expressing *Tfcp2l1* shRNA. 4 days after the transduction, mRNA samples were obtained from all conditions, and qRT-PCR was performed. **F** Number of GFP^+^ iPSCs colonies in MEFs expressing *Tfcp2l1* shRNA. GFP^+^ colonies from MEFs were counted 21 days after the transduction in all conditions. **G** iPSC colonies. GFP^+^ colonies from MEFs were observed. Fluorescent microscopy images are shown. **H** Transcriptional expression of *Jarid2* and *Ezh2*. 4 days after transduction, mRNA samples were obtained from 4F-Sc and 4F-shRNAs-MEFs and qRT-PCR of Tfcp2l1 transcriptional targets was performed. **I** Transcriptional expression of iPSCs. Data from experiments performed in Yamanaka-lab was analyzed and mRNA levels of *Tfcp2l1*, *p16*^*INK4a*^, *p21*^*Cip1*^, *Tp53* and *Nanog* in iPSCs cultured in hypoxia (5% O_2_ and 1% O_2_) and normoxia was compared. **J** Transcriptional expression during the reprogramming process and in mESCs. Data from experiments performed in Yamanaka-lab was analyzed and mRNA levels of *Tfcp2l1, Nanog*, *p16*^*INK4a*^, *p21*^*Cip1*^, *Tp53*, *Jarid2* and *Ezh2* during reprogramming process (days 2, 4, 8 and 18) in normoxia was compared to mRNA levels in mESCs and somatic cells. The number of biological replicates for experiments 4I and 4J is 2, each one in independent triplicate samples. Student’s T test was used for mRNA analysis. Graphs show the average of, at least, 3 biological and experimental independent repetitions (*p < 0.05; **p < 0.01; ***p < 0.001).

Additionally, we performed reprogramming experiments using the two shRNAs against *Tfcp2l1* mRNA in MEFs described above. We confirmed reduced *Tfcp2l1* mRNA levels in MEFs (Fig. 4E) and then compared the number of iPSCs generated in hypoxia and normoxia 21 days after the transduction. We observed that in normoxia and hypoxia, both shRNAs decreased the number of GFP^+^ colonies compared to 4F-MEFs transfected with scrambled shRNA (Fig. 4F, G). Importantly, we noticed that the expression of shRNA in 4F-MEFs treated with hypoxia reduced the number of GFP^+^ colonies to a similar number as GFP^+^ colonies obtained from 4F-MEFs in normoxia. Here, the ectopic expression of both shRNAs against *Tfcp2l1* reduced the mRNA levels of *Jarid2* and produced a slight decrease in *Ezh2* in the case of shRNA #2 (Fig. 4H).

Finally, using transcriptional data from the reprogramming experiments, we investigated the expression of different genes modulated by hypoxia. We observed that culture at 5% O_2_ or 1% O_2_ increased the expression of *Tfcp2l1* and *Nanog* but reduced the expression of *p16*^*INK4*^*a* and *p21*^*Cip1*^ and also *Tp53* (Fig. 4I). Additionally, we investigated the expression of these genes during the reprogramming process in normaxia and compared their mRNA levels at different days in miPSCs and mESCs and somatic cells. Again, the expression of *Tfcp2l1* was increased in miPSCs during the whole reprogramming process and in mESCs compared to somatic cells. The same expression pattern was observed for *Nanog*. Like MEFs cultured in hypoxia, the expression of *p21*^*Cip1*^ and *p16*^*INK4a*^ was reduced during the reprogramming process, while *Tp53* was increased. Additionally, *Jarid2* and *Ezh2* showed the same expression pattern as *Tfcp2l1* (Fig. 4J). Together, our findings suggest that *Tfcp2l1* plays a relevant role in the reprogramming observed in hypoxia, possibly by regulating pluripotency and proliferation.

### Transcriptional targets of Tfcp2l1 during immortalization by hypoxia

At this point, we explored transcriptional targets of Tfcp2l1 that could be activated in hypoxia promoting the immortalization of MEFs. 

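Open chromatin was measured in mouse embryonic fibroblasts (MEFs) taken at embryonic day 13.5, with 1 ATAC-seq library for each of 4 conditions. These were proliferating MEFs in 20% oxygen (Norm-Pro) and in 3% oxygen (Hyp-Pro), senescent MEFs in 20% oxygen (Norm-Sen) and MEFs immortalized in 3% oxygen (Hyp-Imm). In ATAC-seq the Tn5 transposase cuts and tags accessible DNA, so that a peak marks a promoter, an enhancer or another open region. The library labelled Norm-Pro held 69122 peaks over 10068894 bp, that labelled Norm-Sen 61408 peaks over 8994314 bp, that labelled Hyp-Pro 47523 peaks over 7065128 bp and that labelled Hyp-Imm 37770 peaks over 4796665 bp. Between 20.0% and 26.3% of the peaks of a library lay within 1 kb of the transcription start site (TSS) of a protein-coding gene. For all 4 libraries the name of the deposited file gives another condition than the sample label. The library labelled Norm-Pro is named Hyp-Imm in its file, that labelled Norm-Sen is named Hyp-Pro, that labelled Hyp-Pro is named Norm-Pro and that labelled Hyp-Imm is named Norm-Sen. Each library is called here by its label, and for the main counts, the Tfcp2l1 motif and several gene lists the value by the file names is given as well. The authors aligned the reads to GRCm38 (mm10) with Bowtie2, removed pairs separated by more than 2 kb, moved each read start to the Tn5 cutting site and called peaks in each library with MACS2 at an FDR below 0.05. The lists give the place of each peak, its fold enrichment and the −log10 of its q-value, which rank peaks within a list. They hold no read counts, but fold values at the genome-wide background rise in steps whose size depends on depth. These steps give a mean background of 1.24 reads per position in the library labelled Norm-Pro, 1.77 in that labelled Norm-Sen, 0.956 in that labelled Hyp-Pro and 0.445 in that labelled Hyp-Imm, so that the last had 25.2% of the background of the deepest. Peaks of the 4 libraries that overlapped or touched were merged into regions, and a region was counted as present in a library when a peak of that library overlapped it by 1 bp or more. With 1 library per condition there is no replicate error, and no test between conditions was made.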

For this, we first performed chromatin accessibility analyses by the Assay for Transposase-Accessible Chromatin with high throughput sequencing (ATAC-seq) in proliferating MEFs both in normoxia and hypoxia, as well as senescent and immortalized MEFs. 

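The library labelled Hyp-Imm shared the fewest open regions with the other 3. Of the regions present in either library of a pair, 8.17% (95% exact binomial interval 8.00 to 8.35) were present in both for Norm-Pro and Hyp-Imm, 8.43% (8.25 to 8.61) for Norm-Sen and Hyp-Imm and 9.36% (9.16 to 9.57) for Hyp-Pro and Hyp-Imm. Pairs without this library shared more, 12.6% for Norm-Pro and Hyp-Pro, 12.8% for Norm-Pro and Norm-Sen and 13.3% for Norm-Sen and Hyp-Pro. The lowest overlap by the labels was therefore that of proliferating MEFs in normoxia and immortalized MEFs. When each library gave the same number of peaks, the 37770 with the highest −log10 q, the pair of senescent and immortalized MEFs had the lowest overlap at 9.81% (9.59 to 10.0), against 9.98% for Hyp-Pro and Hyp-Imm and 10.4% for Norm-Pro and Hyp-Imm. Read by the file names, the pair at 8.17% is the senescent and the immortalized library. The intervals cover counting error only.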

Principal component analyses of the samples showed differences among samples that were higher between senescent and immortalized MEFs (Fig. 5A). 

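Open regions found in all 4 libraries lay mostly at promoters, and those found in 1 library mostly did not. The merged pool held 170532 regions with a median width of 114 bp. Of these, 5270 (3.09%) were present in all 4 libraries, and 78.4% of them lay within 1 kb of a TSS. Another 146058 (85.6%) were present in 1 library alone, 48640 in that labelled Norm-Pro, 41318 in Norm-Sen, 29322 in Hyp-Pro and 26778 in Hyp-Imm. Of the regions present in Hyp-Imm alone 4.17% lay within 1 kb of a TSS, as did 6.78% of those in Norm-Sen alone. A set of 3966 regions was present in every library but that labelled Hyp-Imm, and 61.8% of it lay at a TSS. Hyp-Imm thus lacked 42.9% of the 9236 regions shared by the other 3 libraries, whereas the other libraries each lacked between 7.59% and 13.5% of such regions. Among regions formed by the 10000 strongest peaks of each of the other 3 libraries, 699 of 3610 (19.4%, 18.1 to 20.7) had no peak in Hyp-Imm, against 1.27% in Norm-Pro, 1.79% in Norm-Sen and 2.85% in Hyp-Pro.

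**Figure D1:**
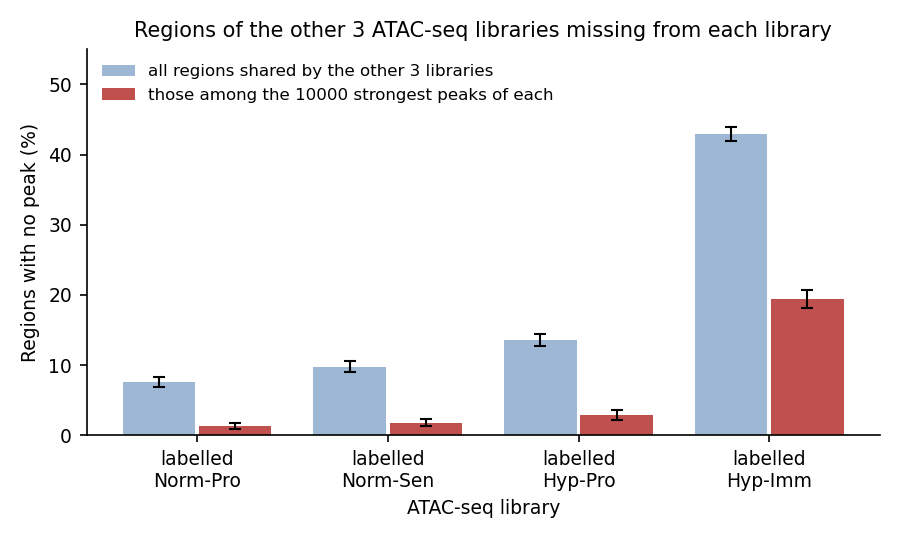
For each ATAC-seq library, by its label (x axis), the percent of regions shared by the other 3 libraries that have no peak in it (y axis), for all such regions (blue) and for those formed by the 10000 strongest peaks of each (red), with 95% exact binomial intervals as error bars. The library labelled Hyp-Imm lacked 42.9% of all and 19.4% of the strongest shared regions.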

We called peaks to identify putative cis-regulatory elements (CREs) and performed differential accessibility analyses. This led to the identification of 1945 and 2826 open chromatin regions with increased or decreased accessibility, respectively, in immortalized vs. senescent MEFs (Supplementary Fig. S5A, B). 

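By the labels, 29466 regions were open in immortalized and not in senescent MEFs and 52603 in senescent and not in immortalized MEFs, while 7554 were open in both. Regions were ranked by −log10 q among those whose nearest TSS lies within 100 kb. So ranked, the first set was led by an intron of Gabrg1, which encodes a GABA receptor subunit (fold enrichment 11.1, −log10 q 13.8). Next came an intron of the Golgi glycoprotein gene Glg1 (10.9 and 13.8). The promoter of Polr2a, the largest subunit of RNA polymerase II, followed (9.95 and 13.5, chromosome 11 from 69758120 to 69758416). Farther from a TSS, a stronger Hyp-Imm peak of this set lay on the Y chromosome from 259047 to 259397 (18.7 and 34.7). Other strong regions lay near Ghsr, Fsd1l, Cntfr, Slc4a4, Mcph1 and C1qb. Those at the promoters of Polr2a and Mcph1, a gene mutated in microcephaly, were also open in both libraries of proliferating MEFs. Within the same 100 kb limit, the second set was led by the promoter of Mdh1, the cytosolic malate dehydrogenase (fold enrichment 11.0, −log10 q 26.2, chromosome 11 from 21571760 to 21572232). The promoters of the Cullin 3 adaptor gene Kbtbd8 (10.6 and 25.3) and of Mccc2, a subunit of methylcrotonyl-CoA carboxylase (10.4 and 22.5), followed. Promoter regions of Gm527, the glyoxalase gene Glo1, Lrrk2, Cyren, Plpp1 and AW822073 and a region between genes near Gm14496 came next, and each of these 10 regions was open in every library but Hyp-Imm. By the file names, 60023 regions were open in immortalized and not in senescent MEFs and 29088 in senescent and not in immortalized MEFs, so that the larger set changes sides. The library labelled Hyp-Imm had the fewest peaks and the lowest background, and with an equal number of peaks per library the 2 sets held 30423 and 30433 regions by the labels, which this setting makes nearly equal by construction. At a −log10 q of at least 5 they held 2024 and 11268.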

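Binding sequences of AP-1, Sp and Klf factors, CTCF and CRE-binding factors were less frequent in the regions open only in the immortalized of these 2 libraries than in those open only in the senescent one, by the labels. Each of 15 motifs was searched in the 200 bp around the centre of 29449 regions of the first kind and 52517 of the second, on the autosomes and the X chromosome, and compared by a two-sided Fisher's exact test with Benjamini-Hochberg adjustment over the 15 motifs. The AP-1 motif stood in 4.01% against 6.37% (odds ratio 0.613, adjusted p = 5.5e-47, Fisher's exact test), the CTCF motif in 3.04% against 5.15% (0.577) and the CRE in 0.194% against 0.491% (0.393). NFAT motifs were more frequent in the immortalized set (3.34% against 2.42%, odds ratio 1.40, adjusted p = 6.1e-14, Fisher's exact test), and so were those of Cdx2 and Hoxa13 (0.771% against 0.379%, odds ratio 2.04). RUNX motifs were more frequent by a small margin (1.92% against 1.70%, odds ratio 1.13, adjusted p = 0.0447, Fisher's exact test). The E-box motif was less frequent in the immortalized set (11.6% against 15.0%, odds ratio 0.746, adjusted p = 4.3e-41, Fisher's exact test). The Tfcp2l1 motif, CCRGTTYRAACCRG with at most 2 mismatches, stood in 164 regions of the immortalized set (0.557%) and 350 of the senescent set (0.666%), an odds ratio of 0.835 that did not pass the test (adjusted p = 0.0978, Fisher's exact test). By the file names these directions turn, with odds ratios of 1.62 for AP-1, 2.19 for Sp and Klf, 1.81 for CTCF, 2.49 for the CRE, 0.851 for NFAT and 0.540 for Cdx2 and Hoxa13. The odds ratio was then 1.26 for the E-box and 0.975 for RUNX, which did not pass the test (adjusted p = 0.680, Fisher's exact test). The Tfcp2l1 motif was then the more frequent in the immortalized set, with 0.777% against 0.554% (odds ratio 1.41, adjusted p = 0.000309, Fisher's exact test). The library labelled Hyp-Imm is the senescent one by the file names, so it changed sides. Its set held the Tfcp2l1 motif in 0.557% and 0.554% of regions under the 2 readings, and the AP-1 motif in 4.01% and 4.06%. The turns therefore do not decide between the readings. The tests compare the regions of 2 libraries, not the conditions. The 2 sets were not matched on GC content or peak strength. The library labelled Hyp-Imm had a median −log10 q of 2.91 and 25.2% of the deepest background, and Norm-Sen a median of 3.72. Whether base composition or peak strength gives these differences was not tested.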

Motif enrichment analyses identified the Tfcp2l1 motif significantly enriched only in the regions with increased accessibility in immortalized MEFs (Supplementary Fig. S5C), suggesting a role of Tfcp2l1 in chromatin opening in hypoxia. Therefore, we decided to focus on ATAC peaks containing Tfcp2l1 motifs, which were 19,246 out of 166,293 total peaks (11.6%). Clustering of these peaks with the *k*-means method identified 11 clusters, three of which being particularly interesting ones: cluster 9, containing peaks with more accessible chromatin in senescent MEFs, and clusters 7 and 10, containing peaks with more accessible chromatin in immortalized MEFs (Fig. 5B). 

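Motifs of AP-1, CTCF and CRE-binding factors were more frequent in the open regions of the pool than in random windows of the same GC content, and the Tfcp2l1 motif was so by a small margin that depended on the motif definition and on repeats. It stood in 1143 of 170337 regions (0.671%, 95% exact interval 0.633 to 0.711) and in 1040 of 170071 random windows (0.612%), an odds ratio of 1.10 (adjusted p = 0.0323 over 15 motifs, two-sided Fisher's exact test). Without repeat-masked windows the shares were 0.746% and 0.742% (odds ratio 1.01, p = 0.923, Fisher's exact test), and with at most 1 mismatch they were 0.0417% and 0.0341% (p = 0.291, Fisher's exact test). Against flanking windows the odds ratio was 1.26 (p = 1.7e-09, Fisher's exact test), over the whole peak 1.19 (p = 0.000848, Fisher's exact test) and in 100 bp 1.15 (p = 0.0334, Fisher's exact test). The AP-1 motif stood in 5.94% of the regions and 3.12% of the windows (odds ratio 1.96), the CTCF motif in 4.45% and 2.70% (1.68) and the CRE in 0.399% and 0.252% (1.58). TEAD (odds ratio 1.14) and RUNX motifs (1.21) were also more frequent than in random windows, whereas those of Nr5a2 (0.764), of Cdx2 and Hoxa13 (0.703) and of NFAT (0.813) were less frequent. When 3 mismatches to the Tfcp2l1 consensus were allowed, 11301 regions (6.63%) held it, against 6.79% of random windows. Its outer bases alone, CNRG on either side of a spacer of 6 bases, stood in 70104 regions (41.2%), also below the share in random windows (42.6%).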

We assigned these CREs with their putative target genes and analyzed the enrichment of Biological Process Gene Ontology (GO) terms. 

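Genes of the senescence-associated secretory phenotype did not stand apart from other genes in which library their open regions belonged to. In the domains of 33 such genes, among them Il6, Il1a, Cxcl1, Ccl2 and Mmp3, 76 regions were open in the library labelled Hyp-Imm and not Norm-Sen and 133 in Norm-Sen and not Hyp-Imm. This is a log2 ratio of −0.80, at the 57.0th percentile of 10000 random gene lists of the same size with the same number of pool regions per gene. For 22 CDK inhibitors and p53 targets, among them Cdkn2a, Cdkn1a and Mdm2, the counts were 80 and 138 (log2 ratio −0.78, 58.1th percentile). Genes of the cell cycle and replication had 57 and 110 regions (−0.94, 42.5th percentile). A gene's domain followed the rule of GREAT, from 5 kb upstream to 1 kb downstream of its TSS, extended to the domain of the next gene or to at most 1 Mb. The lists were fixed before the data were examined. All regions open in 1 of the 2 libraries were counted, whatever their motif. The paper's terms come from genes near clusters of peaks with Tfcp2l1 motifs, grouped by read signal. Its enrichment of such terms was therefore not tested here.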

We found that genes associated to cluster 9 peaks were enriched in cytokine secretion, among other functions, which is consistent with a senescence-associated secretory phenotype (Fig. 5C). On the other hand, genes associated to peaks of clusters 7 and 10 were enriched in differentiation and metabolic processes, as well as in the regulation of transcription in response to hypoxia (Fig. 5C). These data suggest a role of Tfcp2l1 in the regulation of senescence and immortalization that is consistent with our observations.

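Of 19 gene lists, that of neural markers was the 1 list in the highest or lowest 2.5% of random lists, about as many as chance gives among 19, with regions leaning to the library labelled Hyp-Imm. Its 12 genes had 43 regions open in Hyp-Imm and not Norm-Sen and 50 the other way (log2 ratio −0.22, against a median of −0.94 for random lists, 98.01th percentile). Of its members, Pax6 had 7 regions of the first kind and Map2 and Sox1 had 6 each, genes of neural progenitors and neurons. Targets of HIF and other genes of the hypoxia response, among them Vegfa, Ldha and Slc2a1, had 102 and 180 regions (−0.82, 53.6th percentile). Pluripotency and stemness genes had 193 and 264 (−0.45, 94.3th percentile), and Polycomb components 78 and 109 (−0.48, 95.2th percentile). Genes of glycogen metabolism had 47 and 114 (−1.27, 4.34th percentile) and those of reactive oxygen species and antioxidants 41 and 68 (−0.72, 79.5th percentile). Among lists of differentiation, fibroblast and matrix genes stood at the 70.9th percentile, myofibroblast genes at the 67.5th, cartilage genes at the 52.3th, skeletal muscle genes at the 95.4th and HOX genes at the 51.7th. With the conditions of the file names the neural list moved to the 1.46th percentile and the fibroblast and matrix list to the 97.73th. The pluripotency list then stood at the 26.4th, the Polycomb list at the 38.0th, the glycogen list at the 87.0th, the list of reactive oxygen species at the 36.4th and the skeletal muscle list at the 53.9th percentile. The library labelled Hyp-Imm stands on opposite sides in the labels and the file names. These moves therefore do not decide between them. From the terms enriched among genes near peaks with Tfcp2l1 motifs, the paper proposes that Tfcp2l1 has a role in the regulation of senescence and immortalization (Fig. 5C).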

**Fig. 5:**
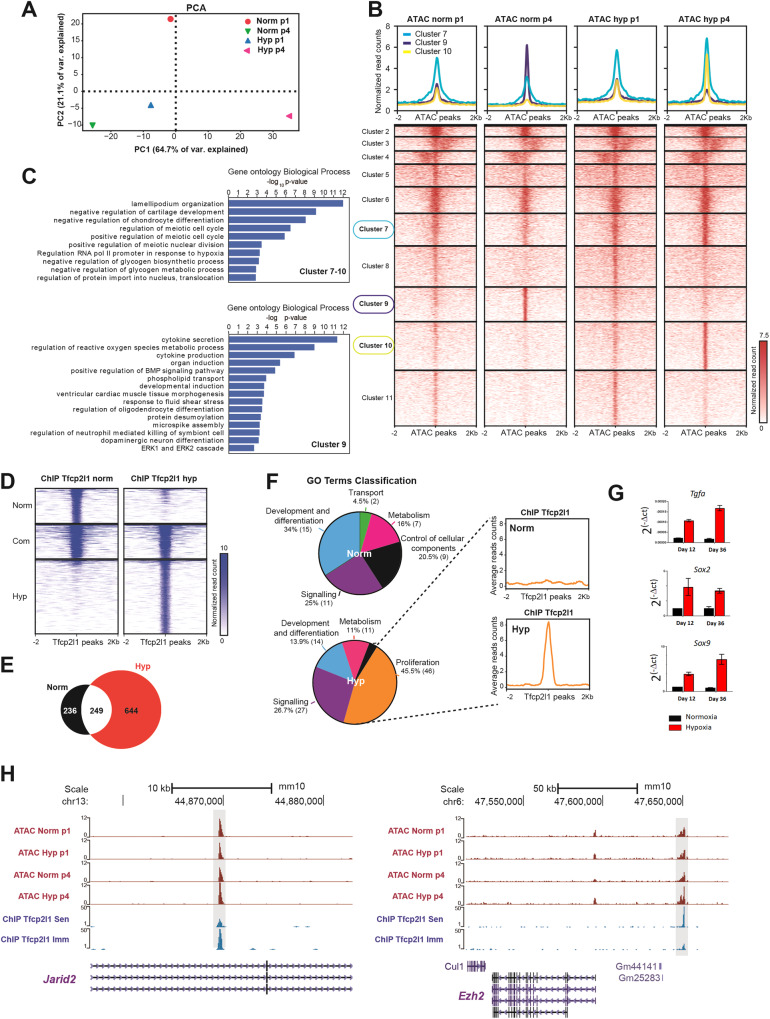
Tfcp2l1 regulates proliferation and stemness genes at the chromatin level. **A** PCA analyses of ATAC-seq samples. ATAC-seq experiments in proliferating MEFs both in normoxia and hypoxia, as well as senescent and immortalized MEFs are shown. **B** Clustering of open chromatin regions with Tfcp2l1 motifs. ATAC-seq peaks containing Tfcp2l1 motifs were clustered with the *k*-means method to find condition-specific peaks. **C** Gene Ontology analyses. Genes associated with ATAC peaks of clusters 9 and 7–10 were subjected to GO enrichment analyses of biological processes. Terms with an enrichment FDR < 0.05 are shown. **D** ChIP-seq of Tfcp2l1 in senescent vs. immortalized MEFs. Heatmaps showing normalized reads for ChIP-seq peaks common or specific to senescent and immortalized MEFs. **E** Venn diagram for genes associated to the peaks of each sample. The number of genes specifically associated to the peaks of each sample are shown, and the intersection of the graph shows the number of genes commonly associated to both samples. **F** Enrichment of proliferation genes associated with Tfcp2l1 binding in immortalized MEFs. *Left*, classification of genes included in the most represented Biological Process GO Terms in general functional categories. After GO Term enrichment analysis for Biological Process, the 20 most significantly enriched terms were classified using CateGOrizer into ancestral terms. These ancestral terms were also classified in more general biological processes. The number of genes in each category and percentage from total genes found in the GO Terms analysis are shown. *Right*, average sequencing signal for peaks included in the Proliferation functional category. The average read counts for the 46 genes included in the functional category Proliferation is represented in the graph comparing Norm and Hyp. **G** mRNA levels of *Jarid2* and *Ezh2* in MEFs. mRNA was obtained from MEFs in 3T3 experiments in hypoxia and normoxia on days 24 and 36, and qPCR was performed. Ct data were analyzed using the relative quantification method. **H** ATAC-seq and ChIP-seq genomic tracks. ATAC-seq and ChIP-seq signals in the analyzed conditions are shown for the *Jarid2* and *Ezh2* gene loci.

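Tfcp2l1 binding was measured by ChIP-seq with an antibody against Tfcp2l1 in 1 library of senescent MEFs kept in 20% oxygen (Norm) and 1 library of MEFs immortalized in 3% oxygen (Hyp). Libraries were made by ChIPmentation, in which Tn5 adds the adapters while the chromatin is still on the beads. The Norm library held 393 peaks over 106632 bp and the Hyp library 612 peaks over 137629 bp. Peaks of the Norm list had a median fold enrichment of 8.46 and a median −log10 q of 10.5, and 207 of them reached a −log10 q of 10. In the Hyp list the medians were 6.66 and 5.70, and 127 peaks reached it. Of the Norm peaks 16.5% lay within 1 kb of the TSS of a protein-coding gene, 17.3% in introns and 62.1% between genes, and of the Hyp peaks 9.97%, 26.3% and 58.8%. The submitters' processing notes name Bowtie and MACS2 for these files, which hold the authors' peaks called per library. Fig. 5H gives the build, GRCm38 (mm10). The sequencing depth of the ChIP-seq libraries is not given in the sources used here, and fold and q are used only within each list. A peak was shared when a peak of the other library overlapped it by 1 bp or more. The paper gives no rule for assigning ChIP-seq peaks to genes in its own text and refers for the ChIP-seq methods to an earlier publication not used here, so the GREAT rule that it gives for ATAC-seq was used, over 21938 protein-coding genes. There is 1 library per condition, and no test between conditions was made.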

Next, we performed chromatin immunoprecipitation with high-throughput sequencing (ChIP-Seq) in senescent MEFs from normoxia (Norm) and MEFs immortalized by hypoxia (Hyp). The ChIP-Seq data revealed Tfcp2l1 peaks associated to 249 genes common to both normoxic and hypoxic MEFs, 236 genes specific to Norm, and 644 specifics to Hyp (Fig. 5D, E). These data indicate that hypoxia leads to a redistribution of *Tfcp2l1* binding compared to senescence. Additionally, we found an enrichment of the DNA-binding motif of *Tfcp2l1* in the common peaks and in the Hyp peaks, validating the specificity of the peaks obtained (Supplementary Fig. S6A). 

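Tfcp2l1 peaks in both libraries were associated with 244 genes, peaks of the Norm library alone with 233 genes and peaks of the Hyp library alone with 639 genes. Of the Norm peaks 195 overlapped a Hyp peak and 198 did not, and of the Hyp peaks 194 overlapped a Norm peak and 418 did not. The strongest shared peak in both lists lay 37554 bp from the TSS of the pseudouridine synthase gene Rpusd4 (fold enrichment 33.0 in each list), in sequence that is 91.7% repeat-masked. Other strong shared peaks lay at Gm10800, also repeat-masked, and near Ly6c2 (19.9 in Norm and 21.6 in Hyp), Chrdl1 (23.3 in each) and Gm21738. Shared peaks on tRNA genes near Borcs6 and Slc47a1 were also among the strongest of the Norm list. Shared peaks near Limd1 (32.3) and Cdk8 (22.2), which overlap no tRNA gene, were among the strongest of the Hyp list. Among the strongest peaks of Norm alone were 7 on tRNA genes, near Gpx5, Zfp184, Hist1h2br, Abt1, Fcgr3 and Zfp213, and 1 at the promoter of the ribosomal protein gene Rps29 (15.2), where it also overlaps the 7SL RNA gene Rn7s1. Peaks of Hyp alone were led by those near Myl12b, a myosin light chain (18.9), Gm6020 and Smo, the receptor component of Hedgehog signalling (11.0, in a repeat), and at the promoters of Mgea5 (11.3) and Odc1 (10.8), the first enzyme of polyamine synthesis. The Odc1 promoter peak holds the Tfcp2l1 site CCAGCTCAAACCAG with 1 mismatch, on chromosome 12 from 17544898 to 17544911, and that of Mgea5 the site CCGGCTCAGACCGG with 2. Peaks near Irgm1 and Fcgr3, both on tRNA genes, and Tspan3 followed.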

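The peaks of each library alone were weaker within their list than the shared peaks, by the median. In the Hyp list, shared peaks had a median fold enrichment of 9.15 (−log10 q 12.3) and Hyp-only peaks 6.02 (4.54). In the Norm list, shared peaks had 10.2 (17.4) and Norm-only peaks 7.52 (7.42). With the 393 strongest peaks of each list, 208 Norm peaks and 211 Hyp peaks had no partner in the other list, and at a −log10 q of at least 5 the counts were 171 and 177. Shared peaks lay more often in open chromatin than the others: 62.6% of the shared Norm peaks (95% exact interval 55.4 to 69.4) and 60.8% of the shared Hyp peaks overlapped an ATAC-seq peak of any library, against 27.8% (21.7 to 34.6) of the Norm-only and 23.4% (19.5 to 27.8) of the Hyp-only peaks. In the ATAC-seq library with the same label, 46.2% of the shared Norm, 16.7% of the Norm-only, 35.6% of the shared Hyp and 9.57% of the Hyp-only peaks lay in an open region. Of the peaks 5 in Norm (1.27%) and 25 in Hyp (4.08%) lay on the X chromosome. From the numbers of genes with common and specific peaks, the paper concludes that hypoxia leads to a redistribution of Tfcp2l1 binding (Fig. 5D, E).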

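The Tfcp2l1 motif was more frequent in all 3 groups of ChIP-seq peaks than in random windows of the same GC content. With at most 2 mismatches it stood within 200 bp around the summit in 17 of 191 shared peaks on the autosomes and the X chromosome (8.90%, 95% exact interval 5.27 to 13.9) and in 0.440% of random windows, an odds ratio of 22.1 (adjusted p = 2.8e-14, two-sided Fisher's exact test). It stood in 12 of 192 Norm-only peaks (6.25%, 3.27 to 10.7; odds ratio 9.63, adjusted p = 7.2e-07, Fisher's exact test) and in 10 of 406 Hyp-only peaks (2.46%, 1.19 to 4.48; odds ratio 4.28, adjusted p = 0.00262, Fisher's exact test). Adjustment was over 15 motifs and 3 groups. With at most 1 mismatch the motif stood in 0 of 192 Norm-only peaks, and the outer bases alone (CNRG, 6 free bases, CNRG) were not more frequent than in random windows in any group by the test. tRNA genes themselves held the motif in 40 of 403 windows (9.93%; odds ratio 16.7, p = 1.6e-31, Fisher's exact test), and without the peaks on tRNA genes it stood in 10 of 75 shared (13.3%), 5 of 143 Norm-only (3.50%) and 7 of 397 Hyp-only peaks (1.76%). The odds ratios over random windows were then 31.9 (p = 4.5e-11), 4.35 (p = 0.00815) and 3.13 (p = 0.00948), by Fisher's exact tests. With another draw of random windows they were 33.8 (p = 2.9e-11), 4.59 (p = 0.00666) and 2.41 (p = 0.0324), by Fisher's exact tests. The p-values without peaks on tRNA genes are not adjusted.

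**Figure D2:**
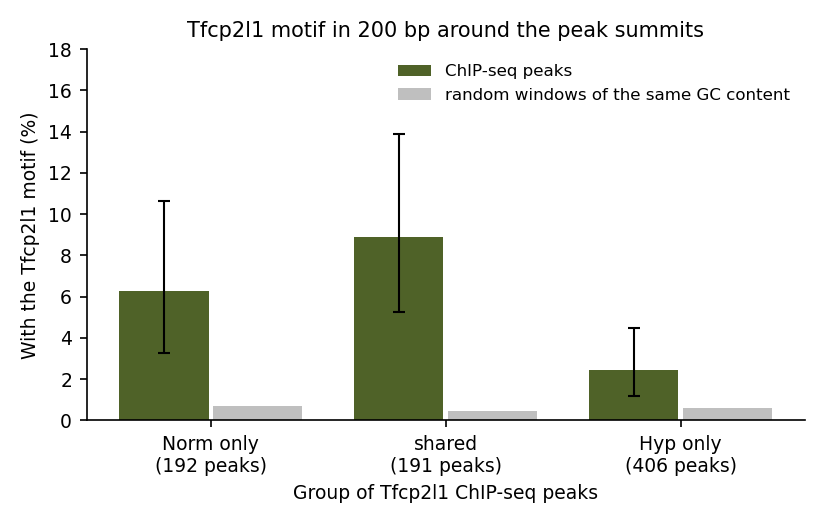
Percent of Tfcp2l1 ChIP-seq peaks with the Tfcp2l1 motif at no more than 2 mismatches (green, y axis) by group of peaks (x axis), with 95% exact binomial intervals as error bars, beside random windows of the same GC content (grey). The shares were 6.25% in Norm-only, 8.90% in shared and 2.46% in Hyp-only peaks.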

Next, we searched for functional enrichments in the genes associated to the peaks in each sample. First, we studied GO Terms for Biological Process, categorizing the 20 most significative terms found in general biological functions. 

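In the senescent Norm library, Polycomb components, lamellipodium genes and epithelial markers had more genes with a Tfcp2l1 peak than all but a few random lists, at 2 or 3 genes each. The Polycomb genes were Ezh2, the methyltransferase of Polycomb repressive complex 2, its cofactor Jarid2 and Pcgf2 (3 of 29, against a mean of 0.571 in random lists of the same size and domain length, 98.97th percentile). Those of the lamellipodium were Wasf1 and Wasf3, activators of the Arp2/3 complex, and its subunit Actr3 (3 of 21, 99.4th percentile). Epithelial markers with a peak were Cdh1, which encodes E-cadherin, and Grhl2 (2 of 12, 99.2th percentile). Klf2 and Gbx2 had a peak among 28 pluripotency and stemness genes (85.6th percentile). No gene of the SASP, HIF target, CDK inhibitor, fibroblast, myofibroblast, HOX, endothelial, skeletal muscle or neural lists had one. Assigned to the nearest TSS instead, the Polycomb list fell to the 83.2th and the lamellipodium list to the 86.5th percentile, and without the peaks upstream of Ezh2, all of which lie on copies of the 4.5S RNA gene, the Polycomb list stood at the 93.4th. Without peaks on tRNA genes, which removes Pcgf2, it stood at the 97.1th.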

For the normoxia senescent sample (236 + 249 genes), we only found few genes annotated to the enriched terms. The most enriched category referred to development and differentiation processes, but contained only 15 genes. However, for hypoxic MEFs (644 + 249 genes), we found 46 genes with functions in the regulation of proliferation (Fig. 5F). The peaks found in putative regulatory regions associated to these 46 genes showed a very high and specific signal compared to normoxic MEFs (Fig. 5F). 

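All 10 proliferation genes that the paper names as bound, a list the study chose on these samples, had a Tfcp2l1 peak in the Hyp library and none had one in the Norm library, by the rule of GREAT. Assigned to the nearest TSS instead, 5 of the 10 had one in Hyp: Il2, Klf10, Pdgfra, Sox9 and Tdgf1. Tdgf1, a co-receptor of Nodal, had its peak 0.741 kb upstream of the TSS (chromosome 9 from 110946807 to 110946974, fold enrichment 5.52), and Pdgfra, the receptor of platelet-derived growth factor, in an exon 3.99 kb downstream (5.67). Klf10 had a peak 12.3 kb downstream (6.88) and another 109 kb upstream (6.22). Peaks lay 48.2 kb downstream of Rgcc (5.99), 51.3 kb upstream of Il2 (4.99), 156 kb upstream of Il1b (5.83) and 477 and 808 kb downstream of Sox11 (7.29 and 5.67). Within the Hyp library, pluripotency and stemness genes had more members with a peak than most random lists (5 of 28: Sox2, Tdgf1, Prdm14, Nr5a2 and Sox9; 98.2th percentile), but Sox2, Tdgf1 and Sox9 are also among the 10 genes chosen on these samples. Cartilage genes (Sox9, Sox5, Matn1 and Runx3 of 19; 97.8th) and macrophage markers (Ptprc, Fcgr1 and Laptm5 of 12; 99.6th) also had more than most random lists. Of the cartilage genes, Sox9 is again among the 10 genes chosen on these samples. Cell cycle and replication genes had 1 member of 28 with a peak, Mcm5 (57.1th percentile). At a −log10 q of at least 3 the stemness list stood at the 95.4th, the cartilage list at the 93.8th and the macrophage list at the 80.2th percentile.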

We validated by ChIP-qPCR the binding of Tfcp2l1 to the sequences where we found the peaks of these genes in MEFs immortalized by hypoxia (Supplementary Fig. S5B). Here, we found common peaks associated to the Polycomb components *Jarid2* and *Ezh2, Tgfa*, a marker of hypoxia, as well as stemness genes as *Sox2* and *Sox9* (Fig. 5G, H and Supplementary Fig. S7). 

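Jarid2 and Ezh2 had Tfcp2l1 peaks in both libraries, while Tgfa, Sox2 and Sox9 had peaks in the Hyp library and none in the Norm library. The Jarid2 peak lay in an intron 138 kb downstream of the TSS, on chromosome 13 from 44869513 to 44869756 in Norm (fold enrichment 10.8, rank 154 of the list) and from 44869571 to 44869804 in Hyp (17.6, rank 29). By the nearest TSS it would belong to another gene. It overlapped an ATAC-seq peak in all 4 libraries, with a fold enrichment of 23.0 in that labelled Norm-Pro, 18.2 in Norm-Sen, 19.9 in Hyp-Pro and 21.7 in Hyp-Imm. Whether this sequence belongs to the 28S ribosomal RNA gene, a repeated gene of which the reference holds no full copy and whose reads would then add to these values, was not tested. Of the 49-base words of the Jarid2 peak, 91.3% in Norm and 81.2% in Hyp occur once in the reference. These shares cannot decide it, since copies missing from the reference are not counted. Ezh2 had 4 peaks in each library, 55.9 to 183 kb upstream of its TSS, of which that with the highest fold enrichment lay on chromosome 6 from 47748382 to 47748654 in Norm (21.4) and from 47748361 to 47748651 in Hyp (16.8). All 8 lie on copies of the 4.5S RNA gene, a short gene of RNA polymerase III repeated along this stretch, with 94.0% to 98.9% identity to its annotated copy Rn4.5s. The share of their 49-base words that occur once in the genome ranges from 17.7% to 95.8%. Tgfa, which encodes a ligand of the EGF receptor, had its peak 90.4 kb downstream of the TSS (chromosome 6 from 86285549 to 86285716, fold enrichment 5.84). The Sox2 peak lay 477 kb upstream (chromosome 3 from 34172932 to 34173190, 5.75, rank 457), and Sox9 had peaks 3.14 kb upstream (6.75) and 258 kb downstream (6.39). Neither the Tgfa peak nor the Sox9 peaks overlapped an ATAC-seq peak in any library. The Sox2 peak overlapped an ATAC-seq peak in Norm-Sen alone (fold enrichment 4.12). No Ezh2 peak overlapped an ATAC-seq peak in all 4 libraries, and the Norm peak from 47739766 to 47740026 overlapped none. The best match to the Tfcp2l1 consensus near the Jarid2 summit, GCGCCTTAACCCGG, has 4 mismatches, and no peak of Ezh2, Sox2, Sox9 or Tgfa had fewer.

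**Figure D3:**
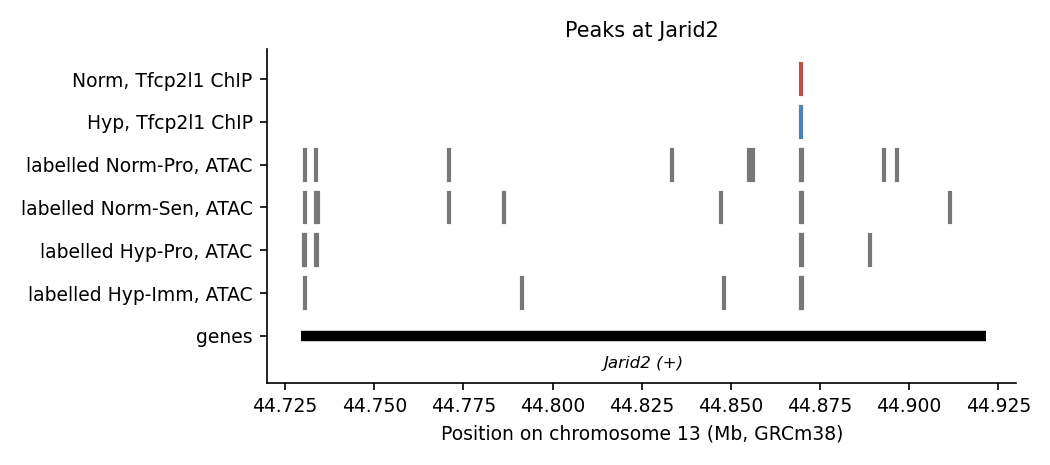
Peaks at Jarid2 on chromosome 13 (x axis, Mb), 1 line per library for the Tfcp2l1 ChIP-seq (Norm red, Hyp blue) and ATAC-seq (grey) libraries; bars mark peaks and the black bar the gene. The shared ChIP-seq peak at 138 kb from the TSS lies on an ATAC-seq peak in all 4 libraries.

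**Figure D4:**
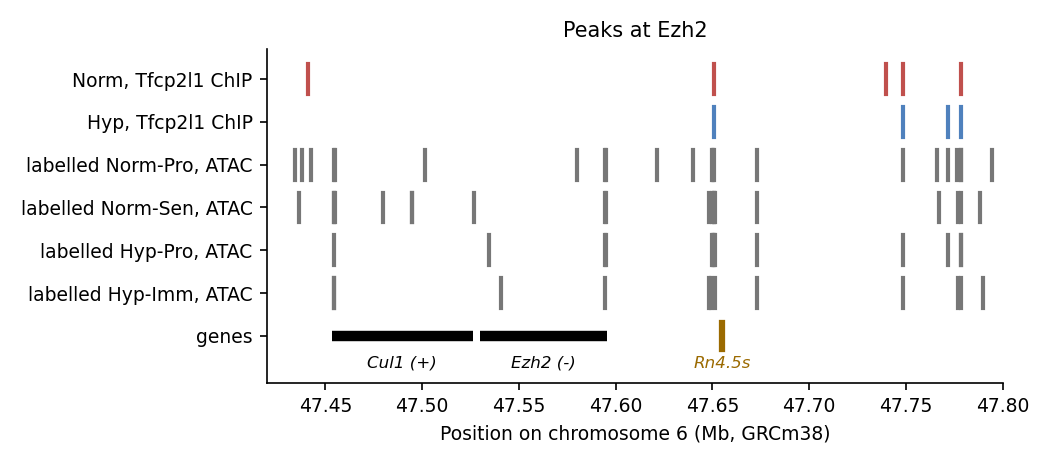
Peaks at Ezh2 and its neighbour Cul1 on chromosome 6 (x axis, Mb), drawn as for Jarid2, with the annotated 4.5S RNA gene Rn4.5s in brown. The 4 ChIP-seq peaks of each library in the domain of Ezh2 lie upstream of it, to the right in the drawing, at 55.9 kb or more from its TSS; the Norm peak to the left is that of Cul1.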

As shown previously, *Sox2* and *Sox9* were overexpressed in hypoxia compared to normoxia at different points of the lifespan of MEFs (Fig. 1E). We show now (Fig. 5G) the transcriptional activation of *Tgfa, Sox2 and Sox9* at the same hypoxic conditions as the pics observed in Chip-seq. And, we confirmed that the mRNA expression of the Polycomb components *Jarid2*, and *Ezh2*, were also transcriptionally induced in hypoxia (Supplementary Fig. S8).

Altogether, these data show that Tfcp2l1 has a role in the immortalization of MEFs by hypoxia by transcriptionally controlling genes related to the response to hypoxia, proliferation and stemness. During IP generation in normoxia, Jarid2 increases transcription by expression of Tfcp2l1, at difference of Ezh2 (Fig. 4D). Furthermore, downregulation of Tfcp2l1 by specific siRNA, also downregulated Jarid2 but not Ezh2 (Fig. 4H). Therefore, we focus on Jarid 2 as possible mediator of Tfcp2l1 during immortalization.

To finally confirm the functional significance of *Jarid2*, we tested whether *Jarid2* acts as a critical mediator of hypoxia/*Tfcp2l1* facilitates immortalization of primary MEFs.

The 3T3 experiment comparing normoxic and hypoxic conditions, along with the inhibition of *Jarid2* through siRNA, demonstrated that while MEFs under hypoxia reached immortalization, inhibition of Jarid2 slowed down cell growth, suggesting that *Jarid2* inhibition may indeed repress the process of immortalization (Supplementary Fig. S9A). The clonogenicity assay, mimicking stemness properties of cancer cells, further elucidated the role of *Jarid2*. The ability of cells to reconstitute the culture, particularly under hypoxia or with exogenous *Tfcp2l1* expression, was partially suppressed when *Jarid2* was silenced via siRNA (Supplementary Fig. S9B). This implies that *Jarid2* is involved in regulating the stem-like properties induced by hypoxia or *Tfcp2l1* expression. Lastly, the tumorosphere formation assay provided additional evidence supporting the involvement of *Jarid2*. The increase in the number and size of tumorospheres under hypoxic conditions was partially reversed when *Jarid2* was silenced, indicating its contribution to this process ((Supplementary Fig. S9C).

Overall, these findings offer direct experimental support for the proposed role of *Tfcp2l1*-induced gene *Jarid2* in hypoxia-induced immortalization, as outlined in Supplementary Fig. S10. The multifaceted experimental approach strengthens the understanding of the molecular mechanisms underlying cellular immortalization in response to hypoxia and *Tfcp2l1*, emphasizing the significant role of Jarid2 in this process.

## Discussion

Here, we report that the lifespan of MEFs can be increased in hypoxia by activating *Tfcp2l1*, a key regulator of the pluripotency and self-renewal of ESCs. We show that the expression of *Tfcp2l1* is necessary for the proliferation of MEFs and is tightly regulated. In normoxia, when *Tfcp2l1* is overexpressed to levels matching those in hypoxia, genes that regulate proliferation and stemness, such as *Sox2*, *Sox9, Ezh2* and *Jarid2*, are upregulated. Moreover, we show that *Tfcp2l1* can replicate the effect of hypoxia on cellular reprogramming.

The lifespan of primary cells can be extended when they are cultured in hypoxic conditions [8–11]. It has been proposed that hypoxia decreases the production of reactive oxygen species (ROS) and consequent oxidative mechanisms, thus promoting proliferation and suppressing cellular senescence. Parrinello et al. [10] proposed that an adaptive mechanism in hypoxia promotes proliferation despite the high expression of CKIs and p53. Our data agree with the existence of this adaptive response and further suggest that *Tfcp2l1* could be a crucial factor, since its transcriptional activation reduced, either directly or indirectly, the expression of CKIs like *p16*^*INK4a*^, *p15*^*INK4b*^ and *p21*^*Cip1*^, and the transcriptional signaling of p53 induced by proliferative stress in hypoxia.

Experiments using hypoxia, DMOG or the ectopic expression of an oxygen resistant Hif1α mutant suggested that Hif1α can promote the expression of *Tfcp2l1*. We further found active promoters and enhancers containing the Hif1α DNA binding motif close to *Tfcp2l1* in the DNA. These regulatory elements are included in a TAD that defined a potential regulation area that is common between *Tfcp2l1* and another gene relevant for development, *Gli2*. However, this TAD is divided into two sub-TADs, one for each gene, and we found a higher probability for Hif1α DNA binding motifs in the sub-TAD that includes *Tfcp2l1*. These findings point to the specific regulation of *Tfcp2l1* transcription by hypoxia through Hif1α.

As a part of the adaptive response to hypoxia, we found a higher expression of stemness and dedifferentiation genes in hypoxia compared to normoxia. It has been shown that hypoxia promotes pluripotency and self-renewal in ESCs, adult stem cells, iPSCs and CSCs [12–15]. Thus, hypoxia could promote the unlimited self-renewal potential observed in stem cells by similar mechanisms in naïve primary cells. Interestingly, we observed two genes that were overexpressed in cells immortalized by hypoxia, *Rest* and *Tfcpl21*. While *Rest* has pleiotropic functions and regulates several miRNAs with multiple targets along the genome [48, 49], *Tfcp2l1* is well defined as a main regulator of pluripotency and self-renewal in ESCs and can join Oct3/4, Sox2 and Nanog or the demethylating protein Tet2 to bind to enhancers and promoters of *Oct3/4*, *Nanog*, *Esrrb* and *Klf4* [50–52]. Thus, *Tfcp2l1* could be responsible for the adaptive response to hypoxia by increasing the lifespan of MEFs and upregulating the expression of several stemness genes.

When the expression of Tfcp2l1 was downregulated using shRNAs, the cells stopped proliferating and acquired senescence features in hypoxia and also in early passages of normoxia. This observation suggests that *Tfcp2l1* is necessary for the maintenance of proliferation independently of the oxygen condition. Further, the expression of *p16*^*INK4a*^ increased, but we did not observe any change in the expression of stemness genes. This finding implies that that the sudden downregulation of *Tfcp2l1* may activate the expression of CKIs to stop proliferation and initiate senescence despite the high expression of some stemness- genes. However, it is possible that the expression of stemness-associated genes changes at later times. Additionally, hypoxia may have redundant and parallel regulation pathways for stemness genes that function despite the downregulation of *Tfcp2l1*, at least, during our short observation periods.

On the other hand, when the expression of Tfcp2l1 was ectopically upregulated (1000-fold increase in the average mRNA levels observed in hypoxia), MEFs stopped proliferating with senescence features in both normoxia and hypoxia. We observed high levels of CKI expression and an increase in acid β-galactosidase activity along with an increase in the expression of stemness-associated genes. These findings suggest again a dual function of *Tfcp2l1*: regulating stemness properties and proliferation. Additionally, if *Tfcp2l1* regulates proliferation, very high levels of its expression should be sensed as a hyperproliferative stimulus to induce OIS [4, 53]. At the same time, if *Tfcp2l1* regulates the expression of stemness genes like *Oct3/4*, *Sox2*, *Klf4* and *Nanog*, then the phenotype observed with the ectopic expression of *Tfcp2l1* should initiate a cellular response like reprogramming induced senesce (RIS) [54, 55].

Only when the ectopic overexpression of *Tfcp2l1* produced levels comparable to hypoxia did we observe immortalization in normoxia. We achieved this effect using a doxycycline-inducible system. We found stemness genes and Tfcp2l1 pathway genes had increased expressions, but CKI expressions were unchanged. Other pluripotency genes show a similar regulatory mechanism. For example, *Oct3/4* can induce the differentiation of ESCs if its expression is ectopically regulated outside its physiological range [14]. This has been described specifically for *Tfcp2l1* before. It has been shown that only when *Tfcp2l1* ectopic expression induces levels like those reached by the addition of Lif to the culture medium of ESCs can it replicate its effect on pluripotency and self-renewal in these cells [42]. This explains why the extreme upregulation or downregulation of *Tfcp2l1* compromises the lifespan of MEFs.

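More genes had a Tfcp2l1 peak in the Hyp than in the Norm library, by a margin that depended on how many peaks of each list were counted. Over all peaks, 883 genes were associated with Tfcp2l1 in Hyp and 477 in Norm, against 543 and 477 with the 393 strongest peaks of each list and 466 and 401 at a −log10 q of at least 5. With the 393 strongest peaks of each list the genes specific to Hyp numbered 307 and those specific to Norm 241, and at a −log10 q of at least 5 they numbered 241 and 176. When genes were counted only where a peak fell in the basal domain at the TSS, 45 were specific to Hyp, 37 to Norm and 61 common. Among regulators and markers in the paper, Hif1a had a peak in Hyp alone, 164 kb upstream of its TSS (fold enrichment 7.39), and Klf2, 53.1 kb downstream (7.04), Gbx2, 9.21 kb downstream (6.09), and Cul1, 13.2 kb upstream (6.34), had one in Norm alone. No peak was associated with Tfcp2l1 itself, Cdkn2a, Cdkn1a, Trp53, Pou5f1, Nanog, Esrrb or Vegfa.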

We found that Tfcp2l1 binds to a bigger number of genes in hypoxia than normoxia, suggesting that hypoxia increases Tfcp2l1 activity as a transcription factor. Indeed, a subset of CREs containing Tfcp2l1 motifs are specific of hypoxia and associate to genes of the transcriptional response to hypoxia. 

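Most Tfcp2l1 peaks found in both libraries lie on tRNA genes. Of the shared peaks 116 overlapped a tRNA gene, 59.5% of those in the Norm list (95% exact interval 52.2 to 66.4) and 59.8% of those in the Hyp list. The share was 24.7% (18.9 to 31.4) of Norm-only peaks and 2.15% (0.989 to 4.05) of Hyp-only peaks. Of 403 annotated tRNA genes, 182 had a peak in Norm and 134 in Hyp. Genes for leucine (19 of 25), proline (12 of 16) and arginine tRNAs (18 of 24) had a peak in either library most often among the larger families, and cysteine tRNAs least often (5 of 56). Other short genes of RNA polymerase III also had peaks: Rn7sk, which encodes the 7SK RNA, Rmrp, Rn7s2 and Vaultrc5 in both libraries, Rpph1 and Rn7s1 in Norm alone. Rny1, Rny3, Rn5s and Bc1 had none. With the peaks on tRNA genes removed from both lists and the others matched anew, 79 Norm peaks and 77 Hyp peaks were shared.

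**Figure D5:**
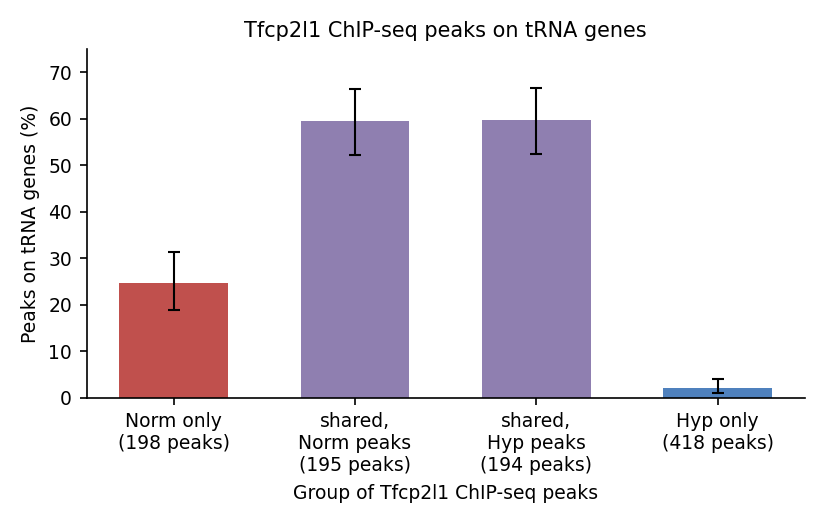
Percent of Tfcp2l1 ChIP-seq peaks that overlap a tRNA gene (y axis) by group of peaks (x axis), with 95% exact binomial intervals as error bars; shared peaks are counted once in each list. The shares were 24.7% of Norm-only, 59.5% and 59.8% of shared and 2.15% of Hyp-only peaks.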

We also found Tfcp2l1 peaks common to both samples, which could suggest a basal activity of Tfcp2l1 that is not enough to immortalize cells in normoxia. Functional enrichment analysis showed that in immortalized hypoxic MEFs, Tfcp2l1 binds to 46 genes that regulate proliferation, including *Il1b*, *Il2*, *Klf10*, *Pdgfra*, *Rgcc*, *Sox2*, *Sox9*, *Sox11*, *Tdgf1* and *Tgfa*. We confirmed by Chip-qPCR the binding of Tfcp2l1 to *Sox2*, *Sox9* and *Tgfa*, which are overexpressed in MEFs cultured in hypoxia. This finding explains the causal role of Tfcp2l1 in the physiological effect of hypoxia. Tfcp2l1 promotes the expression of *Tgfa*, which can activate proliferation pathways in the cell [56]. Furthermore, Tfcp2l1 increases the expression of *Sox2*, part of the pluripotency regulation core [57], and *Sox9*, which participates in stemness regulation when expressed in adult stem cells [58].

Additionally, we found common peaks associated to polycomb repressor complex 2 (PCR2) *Jarid2* and *Ezh2*, which were overexpressed in hypoxia compared to normoxia. 

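Jarid2 and Ezh2 had open regions in every ATAC-seq library within the gene or 5 kb of it, including 1 or 2 at the TSS. Jarid2, which recruits Polycomb repressive complex 2, had 10 ATAC-seq peaks in the library labelled Norm-Pro, 9 in Norm-Sen, 7 in Hyp-Pro and 5 in Hyp-Imm. Ezh2 had 3 in each of the first 3 libraries and 2 in Hyp-Imm. The Jarid2 numbers follow the order of the number of peaks in each library, which was lowest in Hyp-Imm. The Ezh2 numbers were also lowest in Hyp-Imm but did not differ among the other libraries. Pcgf2, a component of Polycomb repressive complex 1, also had a Tfcp2l1 ChIP-seq peak in both the Norm and the Hyp library, and with it 3 of 29 Polycomb genes were bound in each (94.6th percentile of random lists in Hyp). Without the peaks on copies of the 4.5S RNA gene upstream of Ezh2, 2 of the 29 had a peak in Hyp (81.6th percentile). Without peaks on tRNA genes Pcgf2 had none in either library, and the list stood at the 86.3th percentile in Hyp.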

Polycomb group of proteins (PcG) form two different repressive complexes, Polycomb repressive complex 1 and 2 (PRC1 and PRC2) [59]. In hypoxia, Tfcp2l1 upregulates the expression of *Sox9* (Fig. 1E and Supplementary Figs. S4 and S5), whose expression is associated with expression of *Bmi1*, a component of PRC1 [60]. Tfcp2l1 also binds DNA regions associated to PRC2 components, *Ezh2* and *Jarid2*, which are overexpressed in hypoxia too (Fig. 5G, H). Together, PRC1 and PRC2, can silence *INK4a/Arf*, allowing proliferation in hypoxia as it has been described before [61]. Our findings suggest that Tfcp2l1 indirectly regulates the *INK4a* locus through the transcriptional regulation of PRC1 and PRC2 (Supplementary Fig. S6).

Our work is centered around understanding the signals that drive the dedifferentiation of mature cancer cells into CSCs, essentially exploring the factors that induce pluripotency—a crucial aspect of reprogramming. Our findings regarding hypoxia/immortalization and the role of Tfcp2l1 in MEFs, along with the mechanistic insight into the role of Jarid2 in reprogramming and its inhibition of the INK4 locus to increase reprogramming, are significant contributions. These discoveries align with prior studies by Li et al. and Banito et al., which demonstrated that deletion of the INK4 locus enhances reprogramming [54, 55].

Our results show that *Tfcp2l1* is responsible for the increase in proliferation of MEFs in hypoxia, which upregulates stemness-associated genes and downregulates CKI expression. We therefore investigated if *Tfcp2l1* could be a molecular factor responsible for the increase of reprogramming in hypoxia. We found that *Tfcp2l1* overexpression replicates the effects of hypoxia on reprogramming and that its downregulation in hypoxia decreases the number of iPSC colonies to a similar number obtained in normoxia. Furthermore, we shown that this effect could be dependent on the Jarid 2 activation by Tfcp2l1 which would maintain repressed INK4 locus, bypassing senescence. This finding is consistent with transcriptional data from iPSCs experiments in normoxia and hypoxia where changes in the expression of stemness and proliferation regulators can be observed as *Tfcp2l1* expression is upregulated during reprogramming

## Conclusions

To conclude, our data suggest that hypoxia increases the lifespan of MEFs through the activation of a single gene, *Tfcp2l1*. This transcription factor can bind the DNA in regions associated to genes that regulate proliferation, such as *Sox2*, *Sox9* and *Tgfa*, whose expression is increased in hypoxia. Furthermore, *Tfcp2l1* is responsible for the increase of reprogramming in hypoxia. As reported in this study, in MEFs, the nuclear core of pluripotency can be activated through the direct regulation of *Sox2* and *Jarid2* by Tfcp2l1 in hypoxia. Thus, MEFs acquire a stemness phenotype, which drives them into immortalization under hypoxic conditions. Further, these results indicate that the activation of *Tfcp2l1* by hypoxia could be relevant in the immortalization prior to malignant transformation, facilitating tumorigenesis. Furthermore, in the tumoral microenvironment, which is hypoxic, *Tfcp2l1* expression could support CSC generation by promoting pluripotency and cellular dedifferentiation. The results obtained from the series of experiments presented in this work collectively support the idea that *Tfcp2l1* plays a critical role in the process of immortalization under hypoxic conditions facilitated by *Jarid2*.

The interplay between the regulatory mechanisms governing cellular differentiation, pluripotency, and the transition to CSCs holds immense potential for understanding cancer progression and potentially devising novel therapeutic strategies.

### Supplementary information

Supplementary Material

aj.checklist

## Data Availability

Dataset for ChIP-seq data (code: GSE173648) was stored at GEO. Reviewer’s token: wrirceoehhgnvop. Additional datasets used in this study are public, references and codes can be consulted in “Methods” description.

# Supplementary material for: Hypoxia-induced immortalization of primary cells depends on Tfcp2L1 expression
**Source:** Cell Death Dis. 2024 Feb 28;15(2):177. doi: 10.1038/s41419-024-06567-z

## SUPPLEMENTAL FIGURES

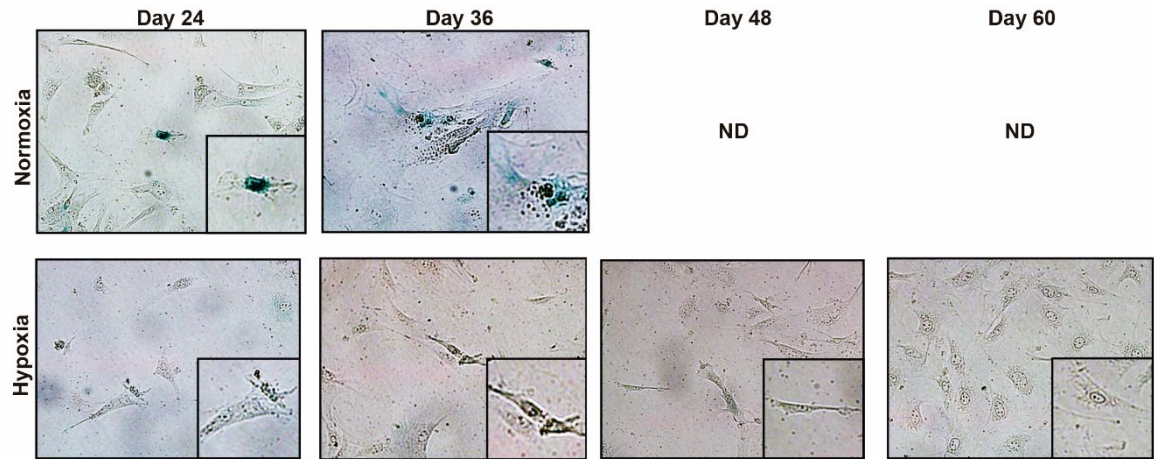

**Fig Supp. 1 Cellular morphology and X-Gal staining.** The cellular morphology was observed in MEFs used for the acid  $\beta$ -galactosidase activity assay in (Fig1B).

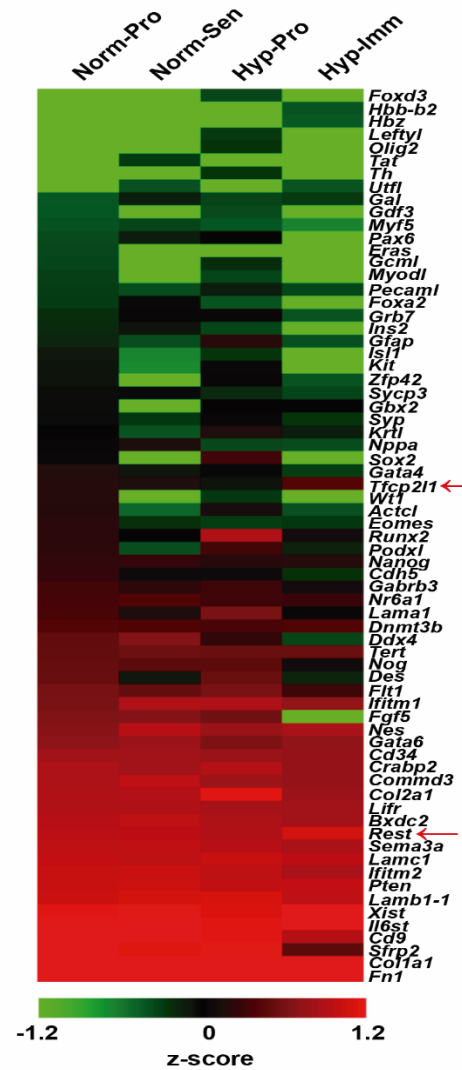

**Fig Supp. S2. Differential expression analysis of stemness genes.** We used a qPCR array to measure the expression of 96 genes. Results were normalized to the proliferative sample from normoxia, and z-scores were calculated.

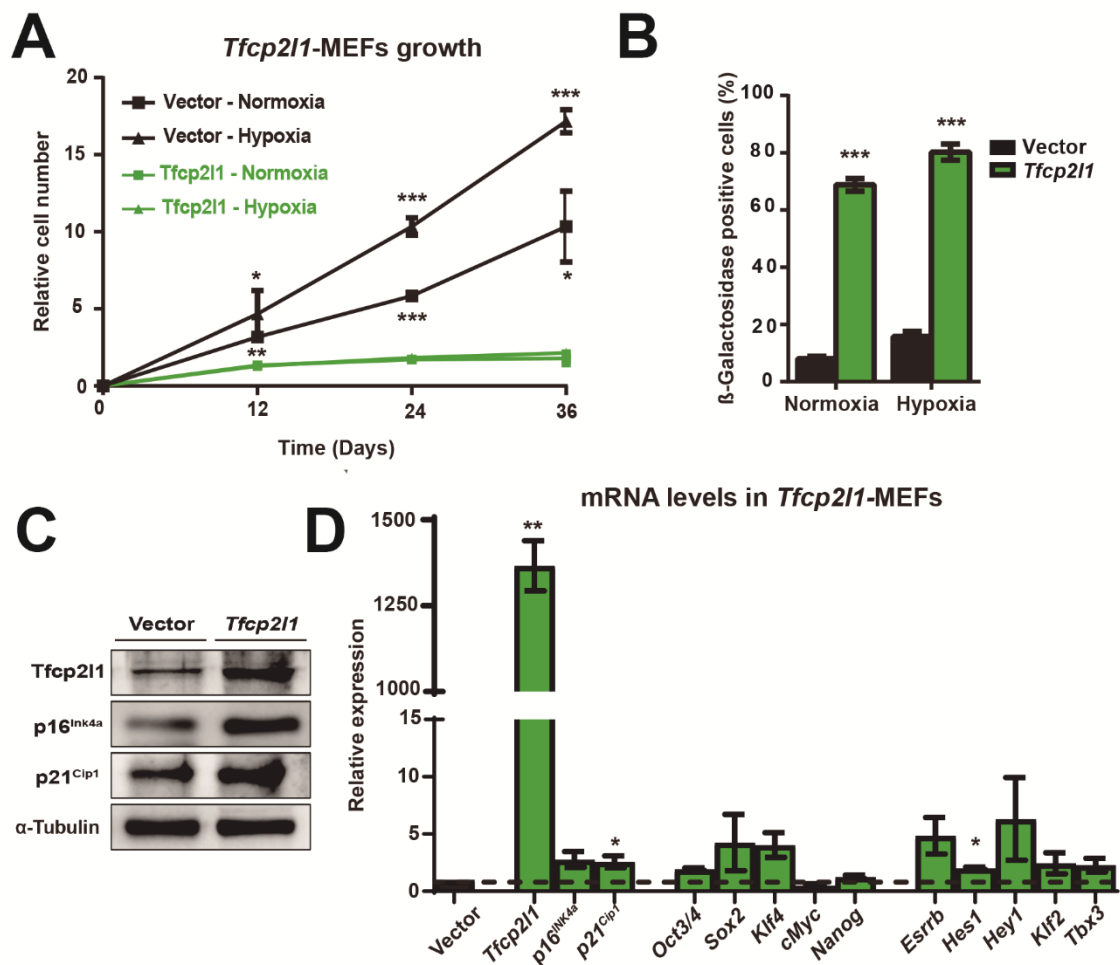

**Fig. Supp. S3. Overexpression of high levels of *Tfcp2l1* produces senescence in MEFs, while similar levels to those produced physiologically by hypoxia extend the lifespan. A) Relative cell growth of MEFs.** MEFs were initially cultured in hypoxia or normoxia, transduced with a control vector or *Tfcp2l1* cDNA, and after selection, cultured in the 3T3 modified protocol. **B)  $\beta$ -galactosidase activity.** The transduced and selected MEFs were fixed after 3 days of culture in the 3T3 modified protocol and stained with X-Gal. **C) *Tfcp2l1* and CKIs protein levels.** The protein levels of *Tfcp2l1*, p16<sup>INK4a</sup> and p21<sup>Cip1</sup> were analyzed after 3 days in the 3T3 modified protocol. **D) mRNA levels of *Tfcp2l1*, CKIs, stemness-associated genes and genes from the *Tfcp2l1* pathway in development.** mRNA levels of *Tfcp2l1*, p16<sup>INK4a</sup>, p21<sup>Cip1</sup>, *Oct3/4*, *Sox2*, *Klf4*, *cMyc*, *Nanog*, *Esrrb*, *Hes1*, *Hey1*, *Klf2* and *Tbx3* were analyzed by qPCR after 3 days in the 3T3 modified protocol.

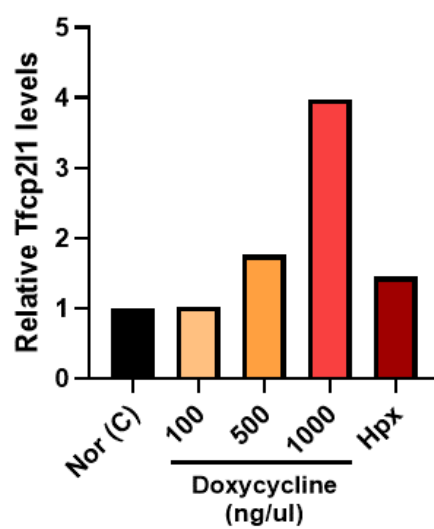

**Fig Supp. S4. Quantification of hypoxia-induced Tfcp2l1 protein levels.**

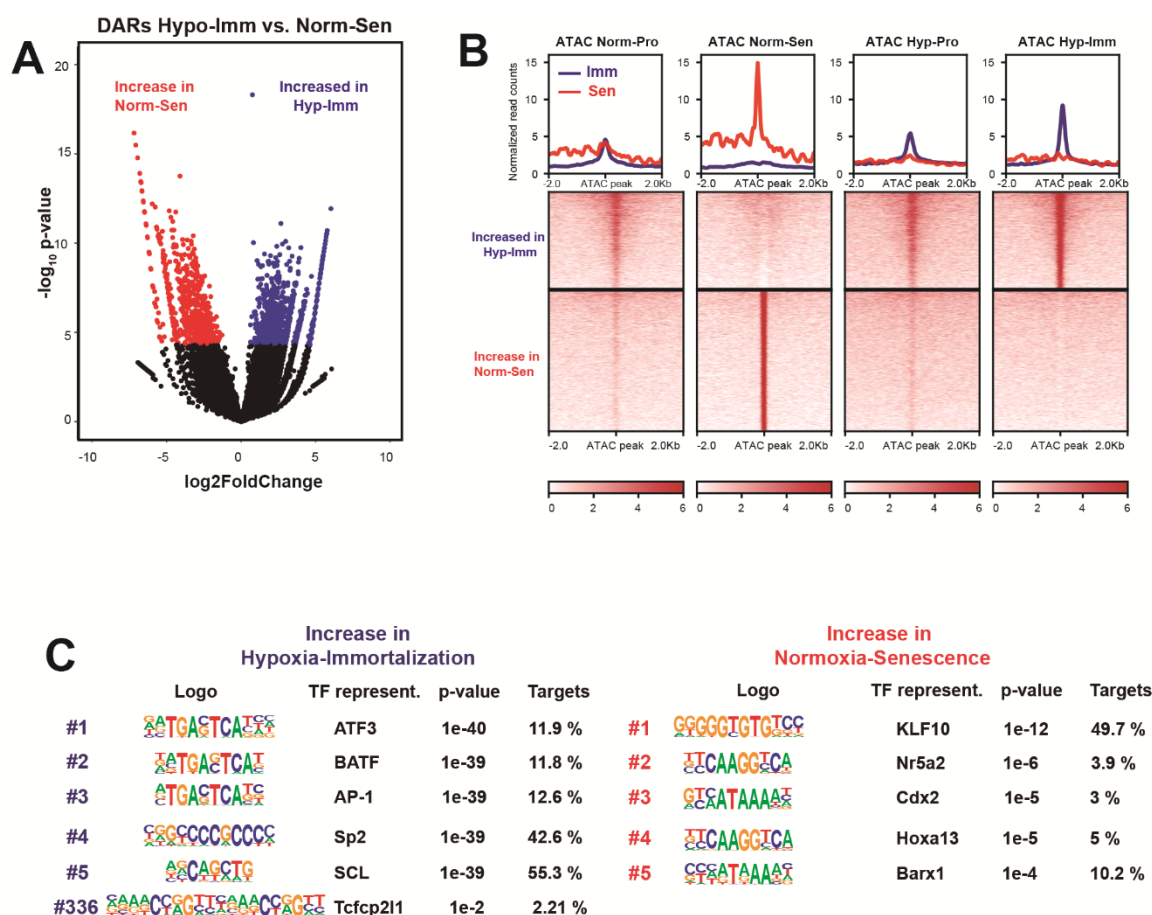

**Fig. Supp. S5. Differential accessibility analyses in senescent vs immortalized MEFs.** **A)** Volcano plot showing the  $-\log_{10}$ -p-value versus the  $\log_2$ -fold-change of ATAC-seq peaks. Peaks showing a statistically significant change (P value < 0.05) are highlighted in blue (increased peaks in immortalized MEFs) or red (increased peaks in senescent MEFs). **B)** Heatmaps plotting normalized ATAC-seq signals at differentially accessible regions (DARs) from (A) in proliferating MEFs in normoxia (Norm-Pro), senescent MEFs (Norm-Sen), proliferating MEFs in hypoxia (Hyp-Pro) and immortalized MEFs (Hyp-Imm). **C)** Motif enrichment analyses of the ATAC peaks increased in immortalized (left) and senescent MEFs (right). The five motifs with the lowest p values are shown in each case, as well as the position of the Tcfp2l1 motif when identified as significantly enriched.

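Most regions that were open in only 1 of the senescent and immortalized libraries had no peak in either library of proliferating MEFs. By the labels, 2688 of the regions open in immortalized and not in senescent MEFs (9.12%, 95% exact interval 8.80 to 9.46) had a peak in proliferating MEFs in normoxia or hypoxia. Of the regions open in senescent and not in immortalized MEFs, 11285 (21.5%, 21.1 to 21.8) had one. By the file names the order was the other way, 11383 of the immortalized regions (19.0%) and 2310 of the senescent ones (7.94%). At a −log10 q of at least 5 these shares rose. They were then 18.6% of the immortalized and 42.9% of the senescent regions by the labels, and 44.8% and 14.0% by the file names. The heatmaps of Fig. S5B plot read signal at regions from a test on split reads, which peak lists do not give.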

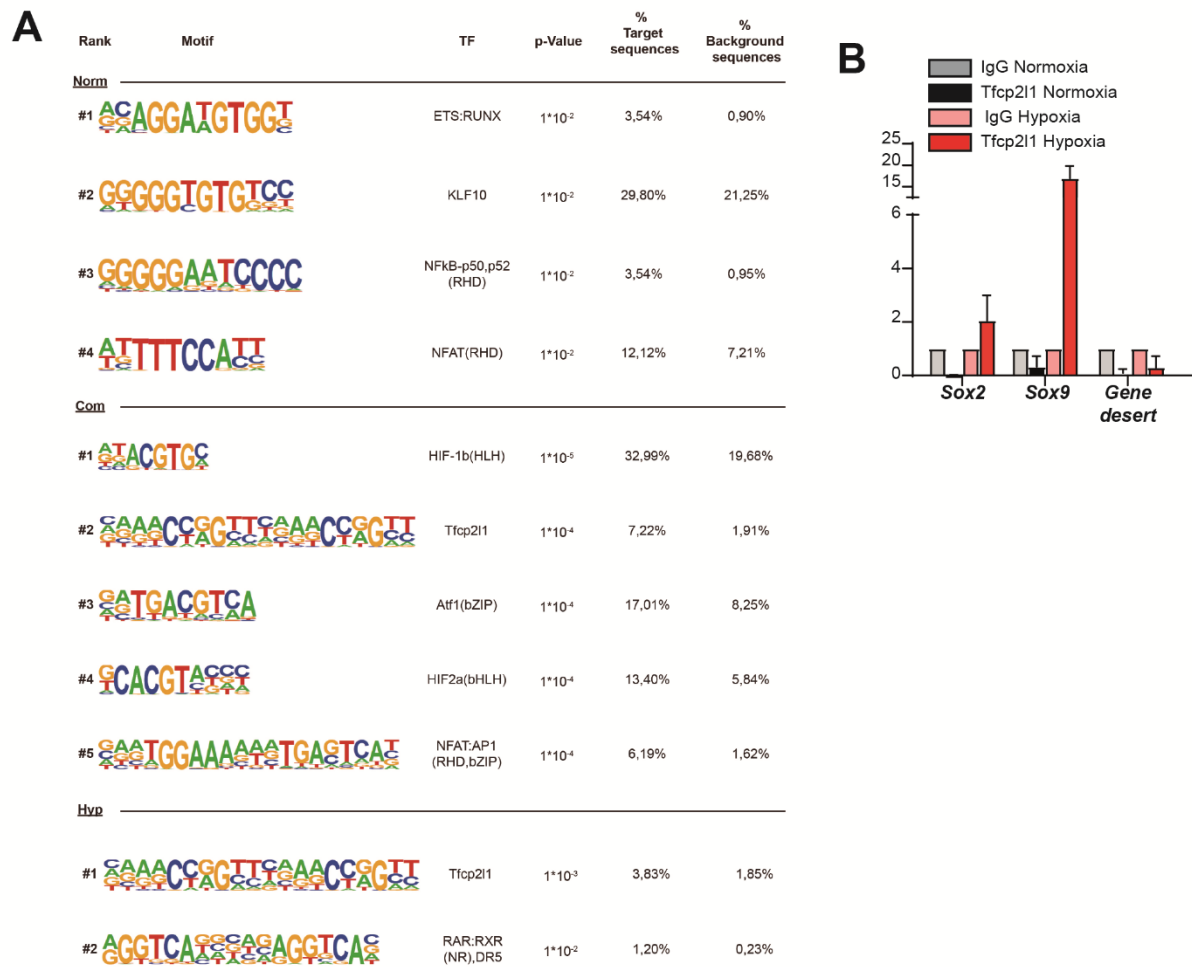

**Fig. Supp. S6. Binding of Tfcp2l1 to chromatin. A)** Motif enrichment analysis in the 3 groups of peaks found in the ChIP-Seq experiments. Most significant enrichments are shown according to their p-values. The percentage of target sequences (peaks) and unspecific sequences (background) where the motif was found is also shown. **B)** Validation of Tfcp2l1 chromatin binding by ChIP-qPCR in genomic regions associated to *Sox2*, *Sox9* and *Tgfa*. Negative controls used were immunoprecipitation of IgG, non-coding region Gene Desert; positive controls were anti-RNA polymerase II and primers against the first exon of  $\alpha$ -tubulin. Ct data were analyzed using the relative quantification method.

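Besides the Tfcp2l1 motif, NFAT motifs were enriched in the shared peaks, and the CRE passed the test in the Hyp-only peaks. The sequence TTTTCCA of NFAT stood in 25 of 191 shared peaks (13.1%) and in 3.98% of random windows of the same GC content (odds ratio 3.63, adjusted p = 4.8e-06, Fisher's exact test). The CRE, TGACGTCA, stood in 6 of 406 Hyp-only peaks (1.48%) and 0.236% of windows (odds ratio 6.33, adjusted p = 0.00575, Fisher's exact test). Its odds ratio was 7.24 in the shared peaks (adjusted p = 0.0713, Fisher's exact test) and 5.04 in the Norm-only peaks (adjusted p = 0.308, Fisher's exact test), so the CRE cannot be called particular to Hyp-only peaks. TEAD motifs were less frequent in Norm-only peaks (5.21%) than in random windows (11.6%; odds ratio 0.418, adjusted p = 0.0300, Fisher's exact test). AP-1, Sp and Klf, HIF, CTCF and RUNX motifs passed the test in none of the 3 groups. The percentages in Fig. S6A are shares of the peaks of a group that hold each motif and of background sequences that hold it, found with Homer. Those given here come from fixed consensus sequences.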

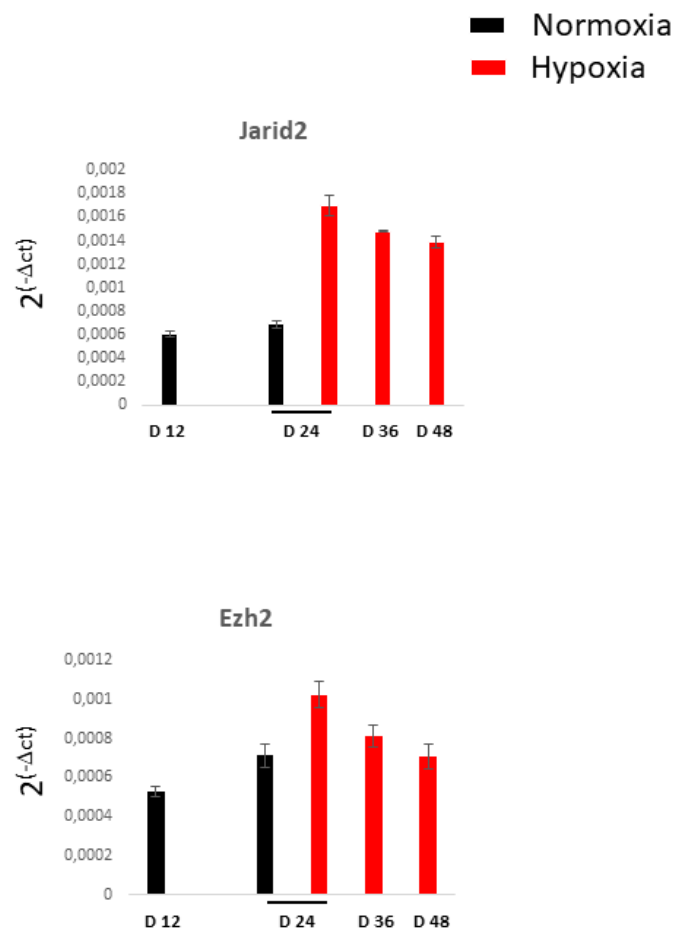

**Fig. supp. S8.** Q-RT-PCR measurement of the transcription levels of activation of Tfcp2l1-target genes linked to stemness, Jarid2, and Ezh2 upon hypoxia activation during immortalization.

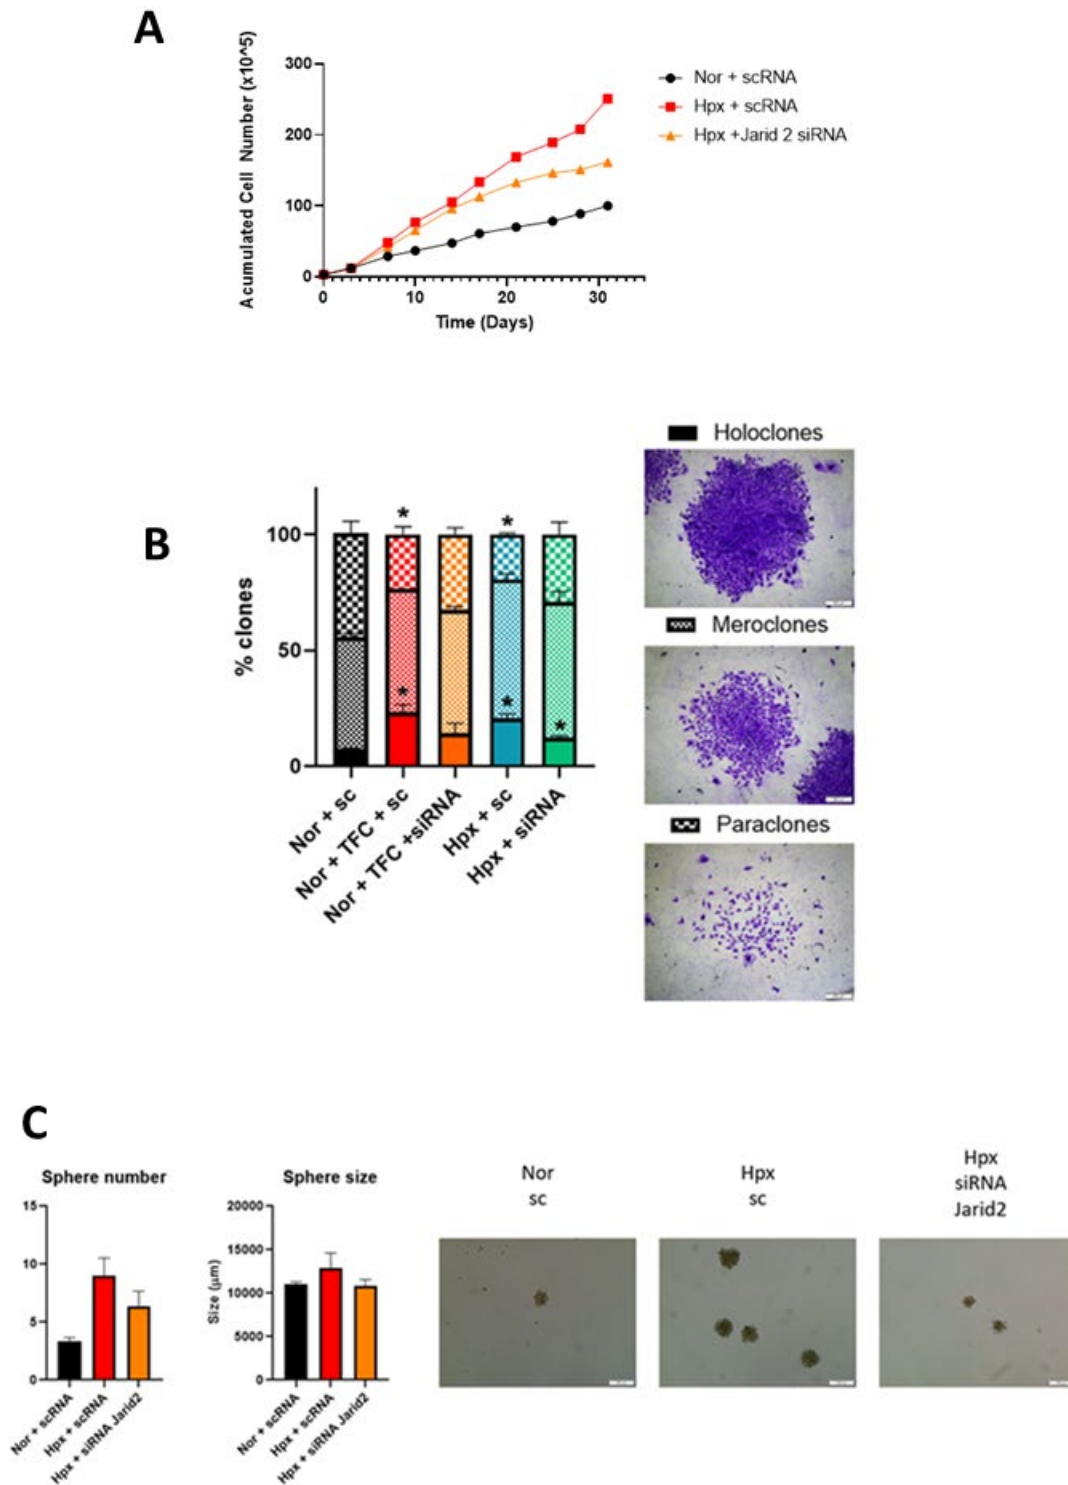

**Fig. supp. S9. A)** The 3T3 experiment comparing normoxic and hypoxic conditions, along with the inhibition of *Jarid2* through siRNA. Legend: Nor+ScRNA: Normoxia+Scramble siRNA; Hpx+ScRNA: Hypoxia+Scramble siRNA; Hpx+Jarid2siRNA: Hypoxia+SiRNA for *Jarid2* gene. **B)** The clonogenicity assay, mimicking stemness properties of cancer cells, comparing normoxic and hypoxic

conditions, along with the inhibition of *Jarid2* through siRNA. Legend: Nor+Sc: Normoxia+Scramble siRNA; Nor+TFC+SC: Normoxia+overexpression of TFC+ Scramble siRNA; Nor+TFC+siRNA: Normoxia+overexpression of TFC+ *Jarid2* siRNA; Hpx+Sc: Hypoxia+Scramble siRNA; Hpx+siRNA: Hypoxia+SiRNA for *Jarid2* gene. **C)** Tumorsphere formation assay provided additional evidence supporting the involvement of *Jarid2*. Legend: Nor+ScRNA: Normoxia+Scramble siRNA; Hpx+ScRNA: Hypoxia+Scramble RNA; Hpx+*Jarid2*siRNA: Hypoxia+SiRNA for *Jarid2* gene.

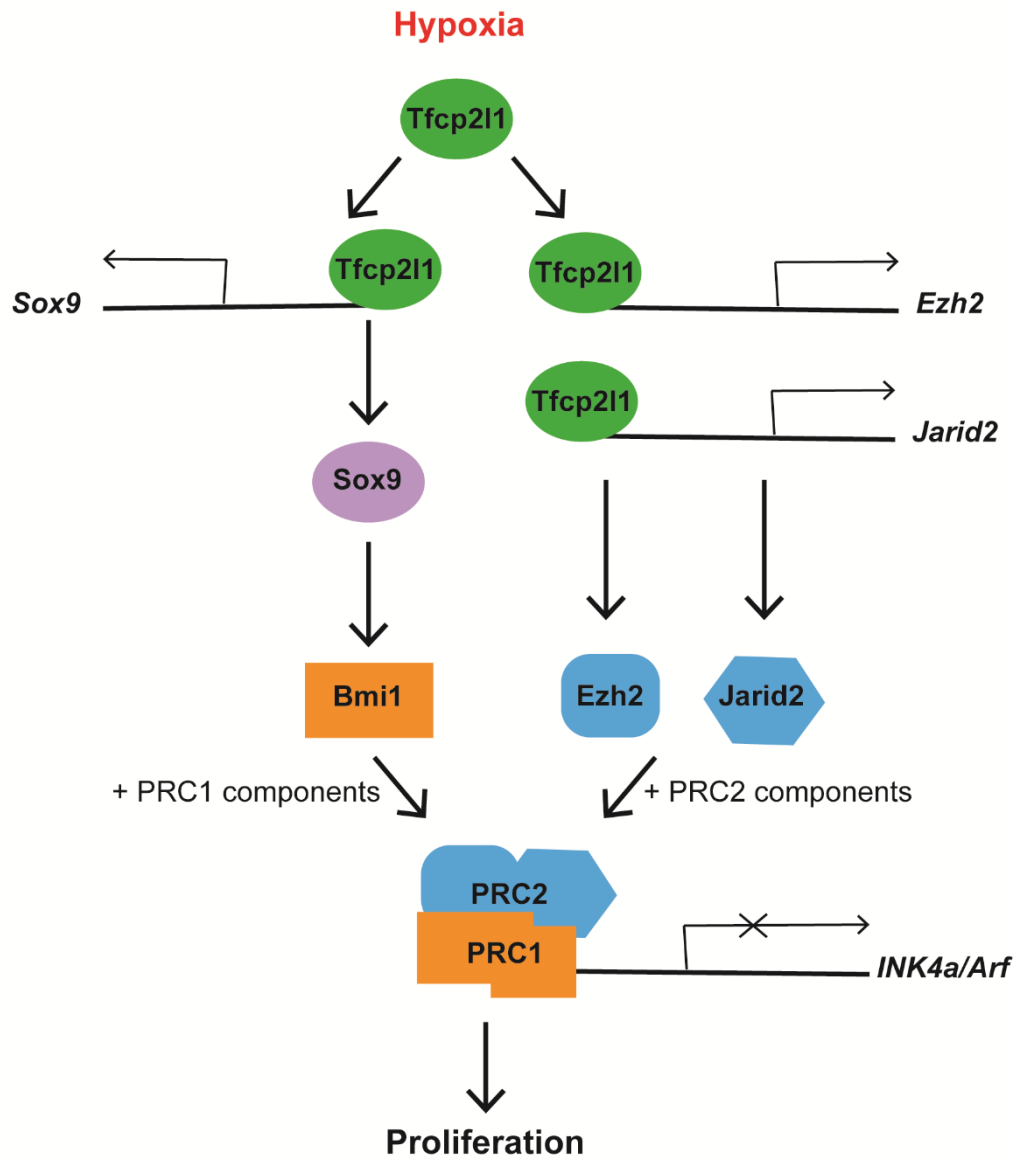

**Fig. Supp. S10. Suggested model for Tfc2p2l1 modulation of *Ink4a/Arf* locus in hypoxia.** In hypoxia, Tfc2p2l1 upregulates the expression of Sox9, whose expression is associated with expression of Bmi1, a component of PRC1. Tfc2p2l1 also binds DNA regions associated to PRC2 components, Ezh2 and Jarid2, which are overexpressed in hypoxia too. Together, PRC1 and PRC2, can silence *INK4a/Arf*, allowing proliferation in hypoxia.

# FIGURE 1.D

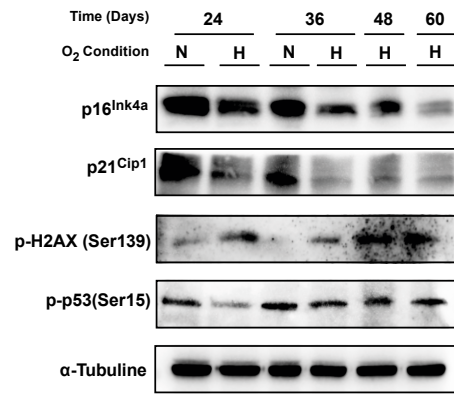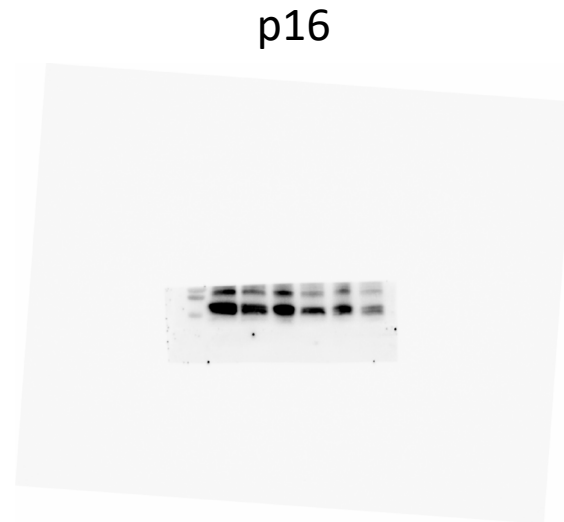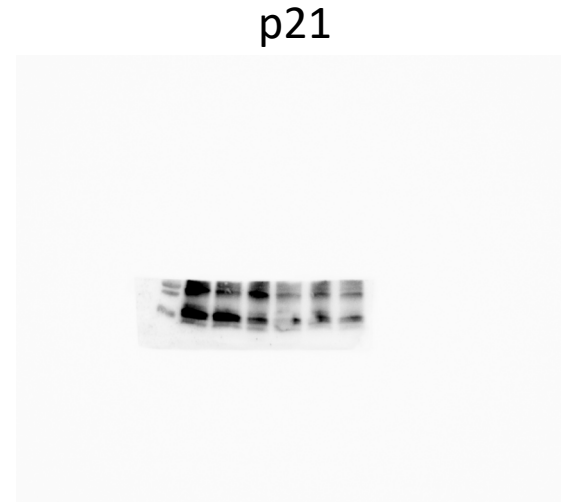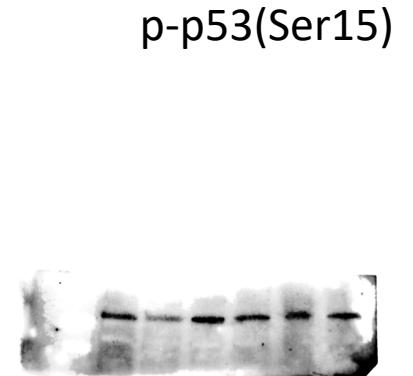

P-H2AX(Ser139)

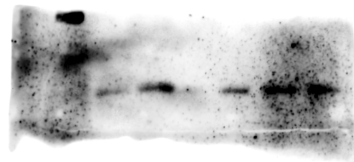

α-Tubuline

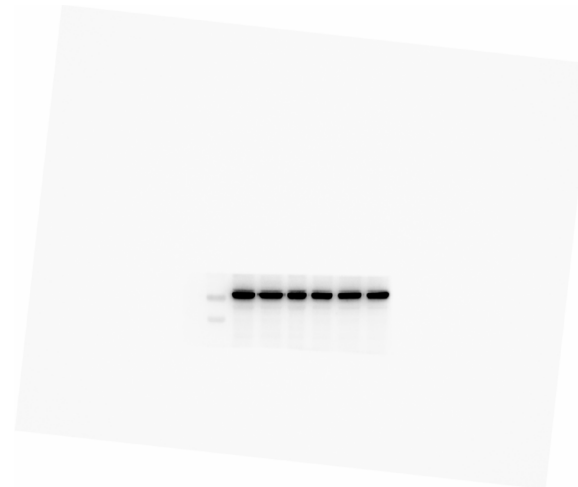

# FIGURE 1.F

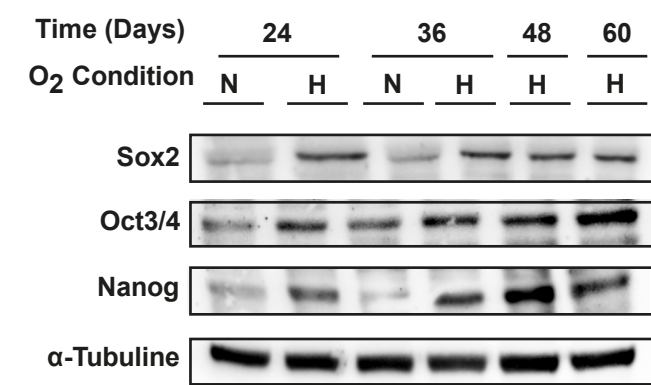

Sox2

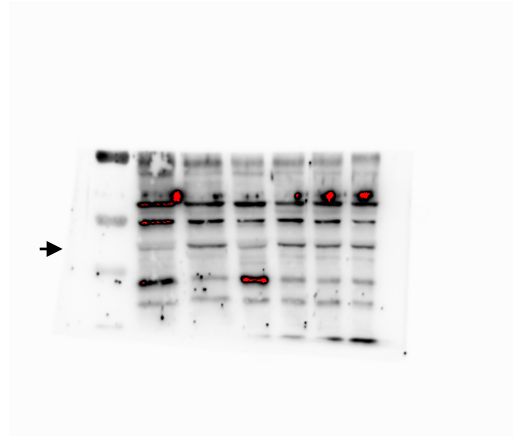

Oct3/4

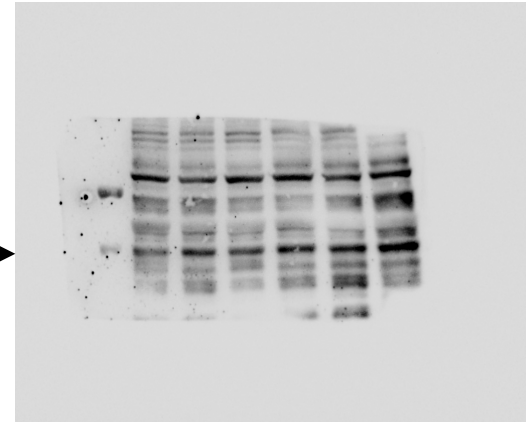

Nanog

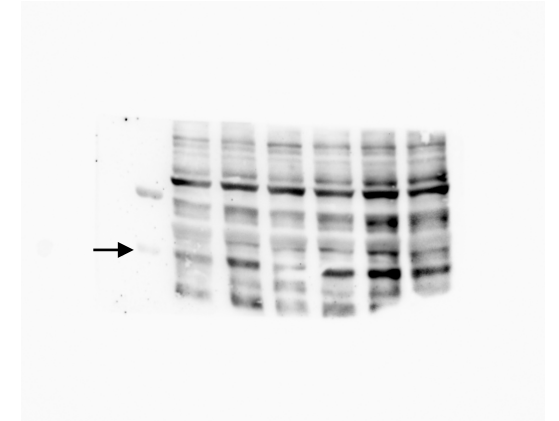

$\alpha$ -Tubuline

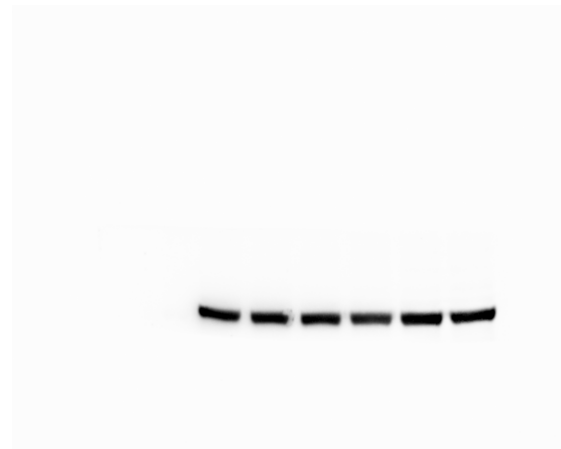

# FIGURE 1.H

Tfcp2l1

$\alpha$ -Tubuline

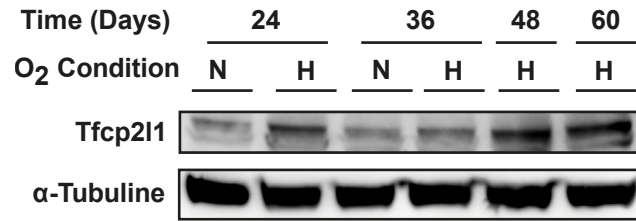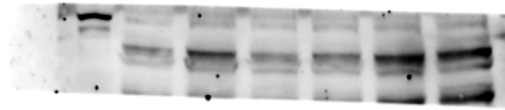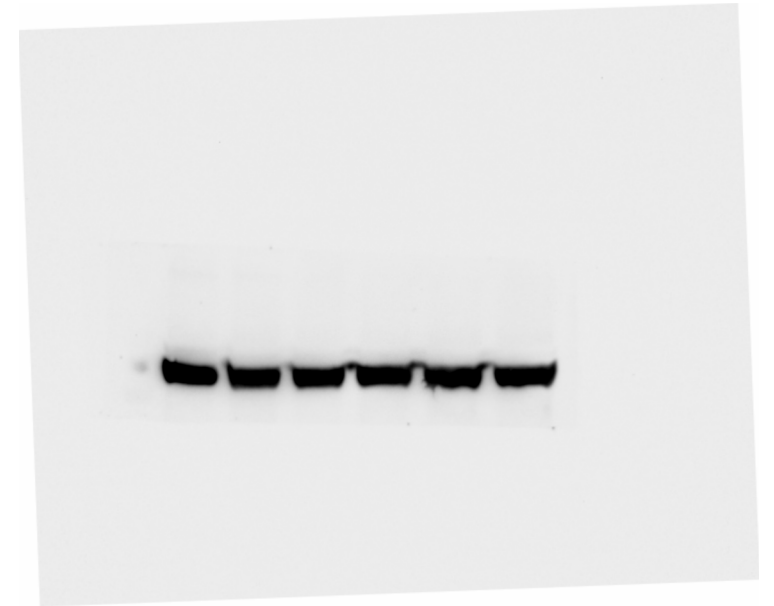

# FIGURE 2.G

Tfcp2l1

$\alpha$ -Tubuline

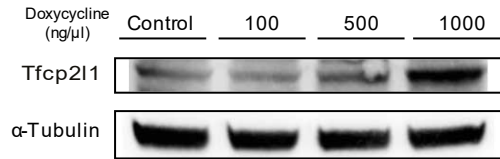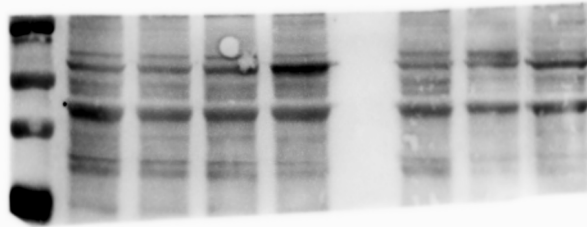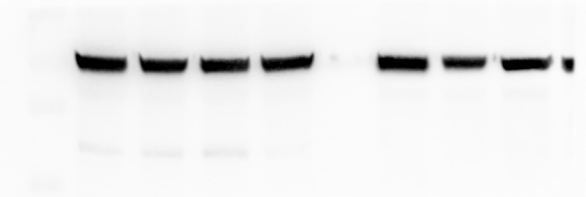

# FIGURE 3.A

Tfcp2l1

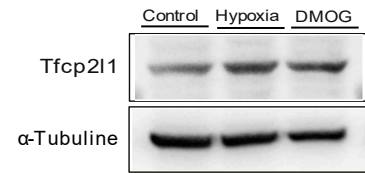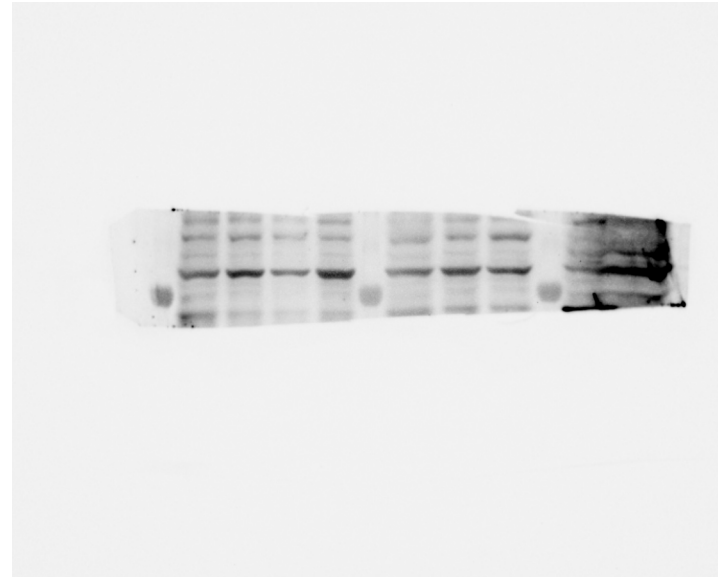

$\alpha$ -Tubuline

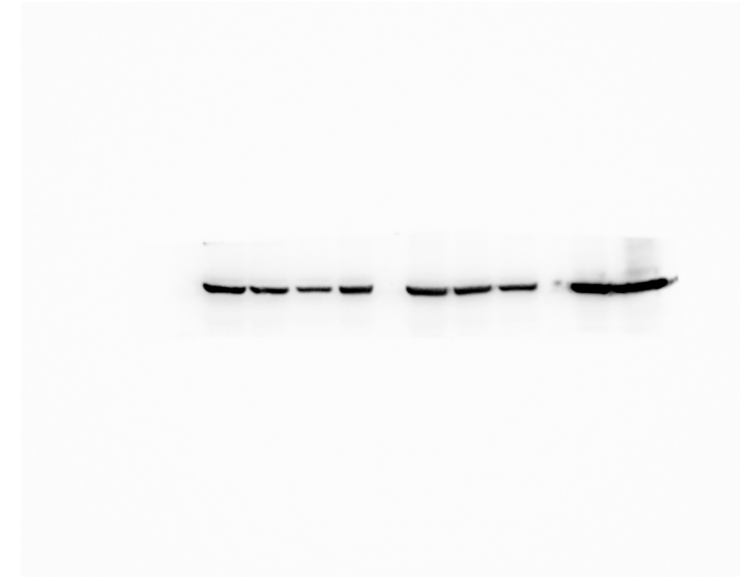

# FIGURE 3.D

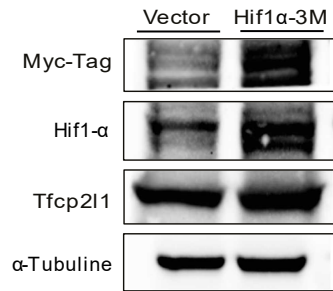

Myc-Tag

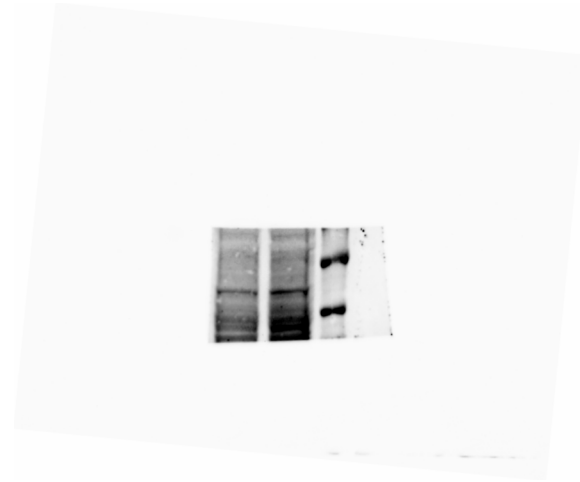

Hif1-a

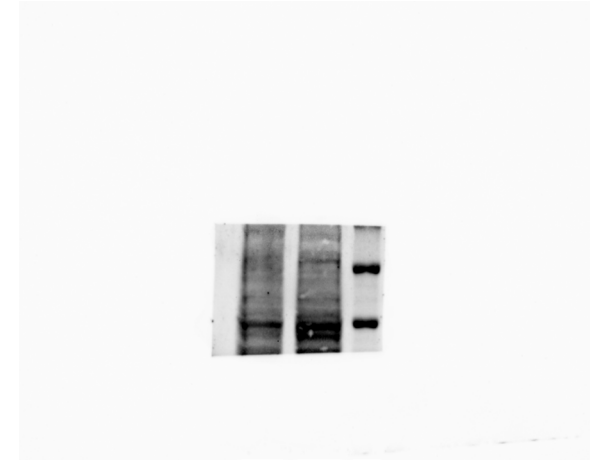

Tfcp2l1

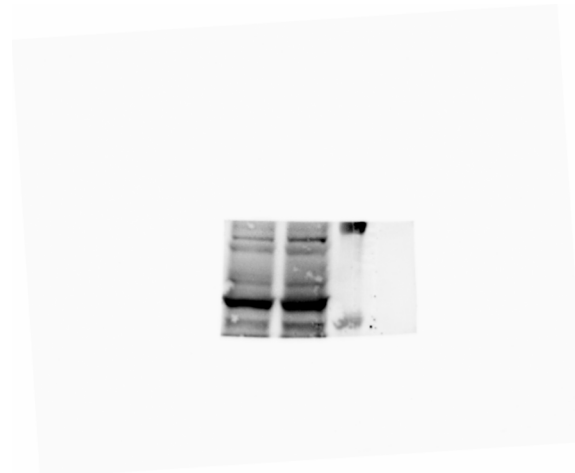

$\alpha$ -Tubuline

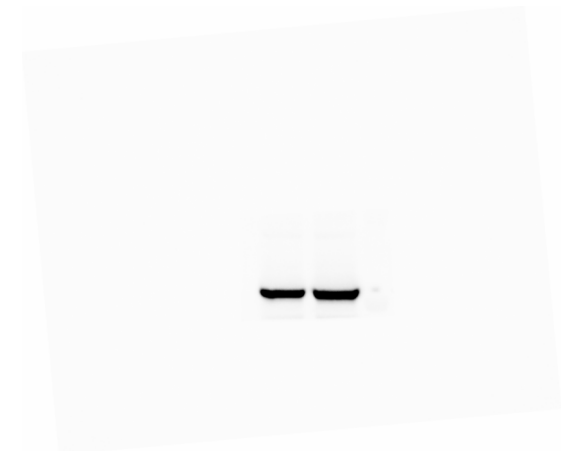

# FIGURE S3.C

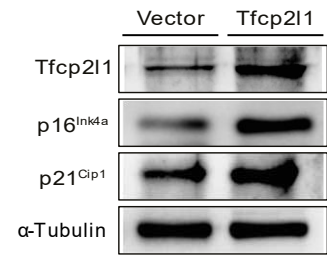

Tfcp2l1

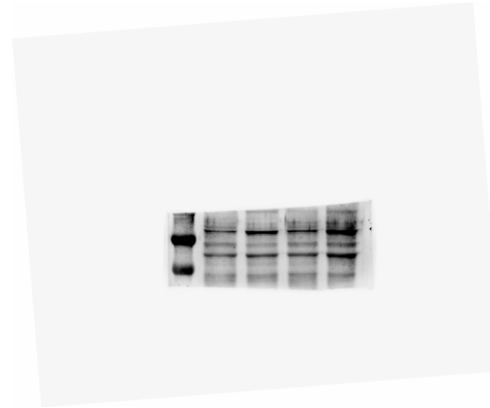

p16

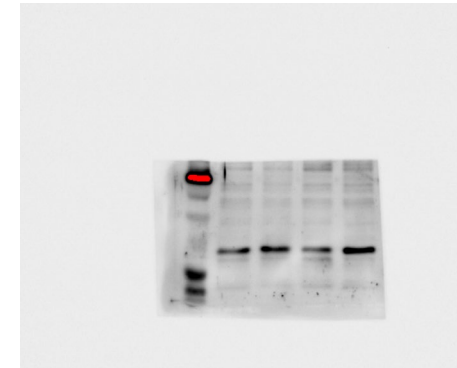

p21

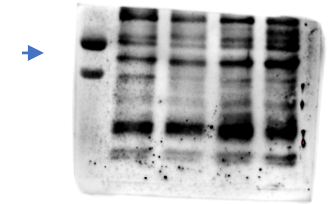

$\alpha$ -Tubuline

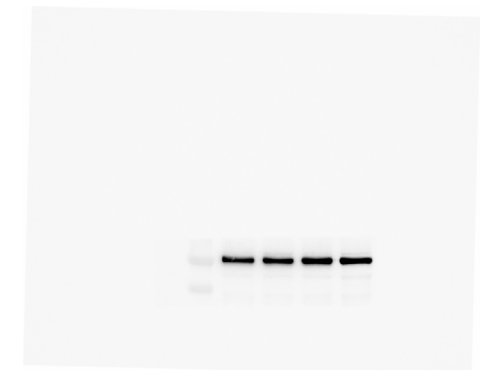

**Supplement:** Supplementary file 1 — Supplementary Material

How the deposited data were processed for this re-analysis (not part of the article)

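The files hold peaks of 6 libraries from mouse embryonic fibroblasts, 4 of ATAC-seq and 2 of Tfcp2l1 ChIP-seq, with 1 library per condition. The ATAC-seq libraries are labelled Norm-Pro, Norm-Sen, Hyp-Pro and Hyp-Imm, and the ChIP-seq libraries come from senescent MEFs in 20% oxygen and immortalized MEFs in 3% oxygen. For the 4 ATAC-seq libraries the name of the deposited file gives another condition than the sample label. Conditions were taken from the labels, and the ATAC-seq counts, overlaps, main motif tests and gene lists that compare conditions were also computed with those of the file names; the strongest regions and the other motif settings were not.

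For ATAC-seq the authors aligned reads with Bowtie2 to GRCm38 (mm10), removed pairs more than 2 kb apart, shifted read starts to the Tn5 cutting site and called peaks per library with MACS2 at an FDR of 0.05. For ChIP-seq they used ChIPmentation, and the sample records name Bowtie and MACS2. The build of the ChIP-seq peaks was taken from Fig. 5H. In the deposited files the fold enrichment of a peak is the ratio, made by the authors with MACS2, of the pileup at the summit to the local background of the same library. The −log10 p and −log10 q at the summit were also computed by the authors with MACS2, the second adjusted within the library. The score column as deposited is 10 times the −log10 q rounded down by MACS2 and was not used. Fold and −log10 q rank and filter peaks within a list and were never compared between libraries. The paper's test of read counts on split reads was not repeated, since the peak lists hold no reads.

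Depth was derived from the fold values of the ATAC-seq peaks, which at the genome-wide background are whole multiples of a step (tolerance 0.001); 30.9% of the peaks labelled Norm-Pro, 22.4% of Norm-Sen, 19.6% of Hyp-Pro and 24.9% of Hyp-Imm fell on whole steps. With 1 library per condition no replicate error exists. Shares carry 95% exact Clopper-Pearson intervals, which cover counting error only, and no test between conditions was made.

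ATAC-seq peaks that overlap or touch were merged with bedtools into the pool, and a region belongs to a library when a peak of that library overlaps it by 1 bp. A ChIP-seq peak is shared when a peak of the other library overlaps it by 1 bp. Positions are 1-based on GRCm38. Genes are those of GENCODE vM21, and 403 tRNA genes come from the RefSeq annotation of the same build. Peaks were assigned to 21938 protein-coding genes by the rule of GREAT, with a basal domain of 5 kb upstream and 1 kb downstream of the TSS extended by up to 1 Mb. A promoter peak lies within 1 kb of a TSS.

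Each of 15 motifs was searched on both strands in 200 bp around the summit or the region centre, on the autosomes and the X chromosome. The Tfcp2l1 consensus CCRGTTYRAACCRG was allowed 2 mismatches, the CTCF and NFkB motifs 1 and the others none. Random windows were matched to the regions on GC content in 40 bins, 50 for each ChIP-seq peak and 1 for each pool region, from 6000000 candidate windows. For 266 pool regions too few windows of the same GC content were found. Shares were compared by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over the motifs, and in the ChIP-seq peaks over motifs and groups. These tests compare sequences of the peaks found in these libraries.

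For 19 gene lists with 392 genes, the regions near each list or the number of its genes with a ChIP-seq peak were set beside 10000 random lists of the same size, matched on pool regions per gene or on domain length, with 0.5 added to counts before the log2 ratio. A list was called beyond the 2.5th or 97.5th percentile. The list of 10 proliferation genes was chosen by the study on these samples. The gene Ero1a is named Ero1l in the annotation. Named in the text are 37 genes that the paper names, the 8 peaks with the highest −log10 q of each ChIP-seq group and the 10 such regions of each ATAC-seq set whose nearest TSS lies within 100 kb, and up to 4 members of each list beyond a percentile; results for some of these genes, and for the neural list near Hyp ChIP-seq peaks, are not reported here. This rule was fixed before the data were examined; other RNA polymerase III genes and copies of the 4.5S RNA gene were looked at after the peaks were seen.

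Alternatives covered the peak threshold, an equal number of peaks per library, the overlap that counts as shared, the gene rule, the motif definition, window and background, repeat-masked windows and the conditions by the file names. Removing peaks on tRNA genes or on copies of the 4.5S RNA gene and counting regions in 1 library alone of the 4 were added after the data were seen. Uniqueness of a peak is the share of its 49-base words that occur once in the reference.

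The motif search and the list method were tested on simulated data. Of 400 planted Tfcp2l1 sites 400 were found, and of 100 planted ATAC-seq lists 100 passed, as did 3 of 100 unchanged lists. Of 100 ChIP-seq lists with more bound genes 84 passed, as did 2 of 100 unchanged lists. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0, matplotlib 3.10.9, samtools 1.23.1 and bedtools 2.31.1 were used.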

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

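The tests of a mislabelled sample, of the sex of the embryos, of oxygen, of passage, of open chromatin and of RNA polymerase III genes as a class were chosen only after the result was seen.

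The library labelled Hyp-Imm lacked 42.9% of the ATAC-seq regions that the other 3 libraries share and 19.4% of the strongest of them, far from the other libraries (gap over range 0.831 and 0.913, both above Dixon's 95% critical value for 4 samples); 2 of 10 measures tested stood out so, and chance does this in about 1 in 20 groups. Lower depth of that library, at 25.2% of the deepest background, stays open, since 19.4% lies between the bounds of 10% and 20% set for depth as the cause and against it. A mislabelled sample stays open too: by the file names, regions of the immortalized and not the senescent library lay 2.39 times as often in a proliferating library as the opposite set, but a shallow library gives the same sign, so the test does not decide. In the order of the samples, the conditions in the file names are Hyp-Imm, Hyp-Pro, Norm-Pro and Norm-Sen, which is alphabetical. Whether the names were attached to the samples in that order by mistake was not tested. The paper counts fewer regions gained than lost in immortalized MEFs, the order of the labels and not of the file names; its counts come from a test of reads, which peak lists do not hold. Oxygen and proliferative state cannot be told apart from the library itself, because the condition has 1 library.

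Of the ATAC-seq peaks, 1.08% lay on the X chromosome in the library labelled Norm-Pro and 1.44% in Hyp-Imm, against 4.44% in Norm-Sen and 4.76% in Hyp-Pro. In Hyp-Imm 7 peaks lay in the first 4 Mb of the Y chromosome, which were taken for its male-specific part. The paper does not discuss these signals. Lower depth is argued against, since with equal numbers of peaks the highest X share was still 4.68 times the lowest. Oxygen is argued against, since the libraries with the low X share have the same oxygen under 0 of the 2 readings, of labels and file names. The sex of the embryos stays open: in the first 4 Mb of the Y chromosome these libraries had 10 peaks, 3 in Norm-Pro and 7 in Hyp-Imm, and the others 0. This was found from the same peaks. Beyond 4 Mb of the Y chromosome every library had peaks, among them 1 from 10708233 to 10708539 in Norm-Sen and 1 from 10708238 to 10708339 in Hyp-Pro. Passage cannot be told apart from the sex of the embryos, as 1 of the 2 readings, that of the file names, gives the libraries with the low X share the same passage.

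In data the paper does not discuss, 165 ChIP-seq peaks of Norm and 125 of Hyp lay on tRNA genes, and 6 of 10 other short genes of RNA polymerase III had a peak in Norm. Open chromatin pulled down whatever the antibody is argued against, since among as many of the strongest ATAC-seq peaks the share on tRNA genes was at most 0.016 of that in the ChIP-seq list. Reads shared between annotated tRNA genes of identical sequence are argued against as the whole explanation, since 40.0% of the 165 tRNA genes with no identical copy held a peak in either library. This share was 38.8% in the Norm library and lower, 23.6% (95% exact interval 17.4 to 30.9), in the Hyp library. Whether reads are shared with tRNA genes that differ by a few bases, or with copies that are not annotated, was not tested. Whether genes of RNA polymerase III are pulled down as a class stays open, since 60.0% of the 10 other genes had a peak in either library (95% exact interval 26.2 to 87.8) and 40.0% in Hyp. Whether Tfcp2l1 itself or another protein that the antibody binds brings these genes down was not tested, as no control library was used here.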

How the results depend on the processing

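Of 457 values under alternatives, 314 kept their direction and size or call, 107 moved, 11 lost a call, 5 gained one and 20 turned; removing peaks on tRNA genes or on copies of the 4.5S RNA gene and counting regions in 1 library alone were chosen only after the data were seen. Leaving out replicates is not possible, and no paired analysis was possible because each condition has 1 library. The numbers of genes named by the paper that had a peak were run at a stricter threshold only, a −log10 q of at least 3 for ChIP-seq and 2 for ATAC-seq, and stayed the same there, but by the nearest TSS only 5 of the 10 proliferation genes had a peak in Hyp, and Jarid2 had none in Norm or Hyp. Depth limits the library labelled Hyp-Imm most, at 25.2% of the deepest background. Except where the setting by its construction leaves fewer peaks or genes or exchanges libraries, the cause was not tested.

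At a −log10 q of at least 5, fewer peaks remained: 13663 in the library labelled Norm-Pro, 13571 in Norm-Sen, 11761 in Hyp-Pro and 4171 in Hyp-Imm, a pool of 27822, and 2024 regions in Hyp-Imm and not Norm-Sen against 11268 the other way. The overlaps were 28.7% (Norm-Pro and Norm-Sen), 27.2% (Norm-Pro and Hyp-Pro), 14.3% (Norm-Pro and Hyp-Imm), 25.6% (Norm-Sen and Hyp-Pro), 13.6% (Norm-Sen and Hyp-Imm) and 15.2% (Hyp-Pro and Hyp-Imm). ChIP-seq kept 348 Hyp peaks, 177 of them Hyp only, with 241 Hyp-only genes. At a −log10 q of at least 2 the overlap of Norm-Pro and Hyp-Pro was 12.8%.

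With an equal number of peaks per library, 30433 regions lay in Norm-Sen and not Hyp-Imm, which by this setting's construction is close to the number the other way, and the overlaps in the same order were 16.5%, 15.9%, 10.4%, 15.3%, 9.81% and 9.98%. The Hyp ChIP-seq list then held 393 peaks, 211 of them Hyp only, with 307 Hyp-only genes. With a reciprocal overlap of 50%, the overlaps were 9.08%, 8.52%, 4.39%, 8.87%, 4.59% and 5.19%.

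By the file names, senescent MEFs had 37770 peaks and immortalized MEFs 69122, with 60023 regions in the immortalized and not the senescent library and 29088 the other way. The overlaps in the same order were 9.36%, 13.3%, 12.6%, 8.43%, 8.17% and 12.8%. Of the ChIP-seq peaks, 35.9% of the shared and 10.1% of the Norm-only lay in an ATAC-seq peak of the senescent library and 50.0% of the shared Hyp peaks in one of the immortalized library. Odds ratios of motifs in immortalized over senescent regions turned: Tfcp2l1 1.41, AP-1 1.62, Sp and Klf 2.19, E-box 1.26, HIF 0.906, Cdx2 and Hoxa13 0.540, TEAD 1.06, CTCF 1.81, RUNX 0.975, NFAT 0.851, CRE 2.49 and NFkB 1.15. The neural list turned to the 1.46th percentile, the fibroblast list rose to the 97.73th, and 2 lists lay beyond a percentile instead of 1. The library labelled Hyp-Imm stands on opposite sides in the labels and the file names, so these turns do not decide between them.

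With the ChIP-seq summit inside the ATAC-seq peak, the shares in the library of the same label and in any library were 35.9% and 47.2% (shared Norm), 10.6% and 18.7% (Norm only), 28.4% and 48.5% (shared Hyp) and 5.74% and 14.6% (Hyp only). With ATAC-seq peaks at a −log10 q of at least 5 they were 39.0% and 49.7%, 11.1% and 15.7%, 27.8% and 47.9%, and 5.02% and 10.8%.

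The Tfcp2l1 motif in the pool stood in 0.0417% of regions at 1 mismatch and in 0.746% without repeat-masked windows, where the enrichment no longer passed the test, and in 6.63% at 3 mismatches and 41.2% for the outer bases alone, where it turned. Its odds ratio in Hyp-Imm over Norm-Sen regions passed the test at 3 mismatches (0.856), for the outer bases (0.634) and over the whole peak (0.748), and turned in 100 bp (1.016). Against flanking windows it was 1.08 in the Hyp-Imm regions, which turned, and 1.21 in the Norm-Sen regions, which passed the test. In ChIP-seq peaks the outer bases stood in 46.1% of the shared peaks, no longer past the test, and in 37.5% of the Norm-only and 35.7% of the Hyp-only peaks, below random windows. At 1 mismatch the motif stood in 0 Norm-only peaks.

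Genes common, Norm only and Hyp only numbered 150, 140 and 364 by the nearest TSS, 137, 112 and 266 within 100 kb, and 61, 37 and 45 in the basal domain. Without peaks on tRNA genes, 228 Norm peaks were left, 79 Norm and 77 Hyp peaks were shared and 110 genes were common. By the nearest TSS 1 gene list passed in Norm, and at a −log10 q of at least 3 1 list passed in Hyp. The Polycomb list in Norm stood at the 97.1th percentile without peaks on tRNA genes and at the 93.4th without those on copies of the 4.5S RNA gene.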

Differences from the paper's values

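No alternative named here was chosen after the result was seen.

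The paper gives 19246 pool regions with the Tfcp2l1 motif, 11.6% of its pool; here 1143 regions (0.671%) held it. The paper names Homer with standard parameters and gives no mismatch limit, so the thresholds differ. None of the alternatives set before the data were examined reached the paper's values: 71 regions (0.0417%) at 1 mismatch, 11301 (6.63%) at 3 mismatches, 70104 (41.2%) for the outer bases alone, 841 (0.494%) in the whole peak, 516 (0.303%) in 100 bp, 1143 against flanking windows and 990 (0.746%) without repeat-masked windows. The paper's values lie between those at 3 mismatches and those for the outer bases.

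The paper gives the share of Hyp-only ChIP-seq peaks with the motif as about 3.8% in Fig. S6A, read by eye; here it was 2.46%. Of the alternatives set before the data were examined, leaving out repeat-masked windows (2.88%) came within 1.5 times of it. The others did not: 0.493% at 1 mismatch, 11.1% at 3 mismatches, 35.7% for the outer bases, 2.22% in the whole peak, 1.48% in 100 bp and 2.46% against flanking windows.

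The paper names the common and the Hyp peaks as enriched in the motif. Here it was also enriched in the Norm-only peaks, in 6.25% against 0.688% of random windows, while at 1 mismatch it stood in 0 of 192.

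The paper reports the Tfcp2l1 motif as enriched in regions more open in immortalized MEFs, and in no others. By the labels its odds ratio in these over the senescent regions was 0.835, without passing the test. Under the conditions of the file names it was 1.41 and passed it, which is the paper's direction. This does not decide between the readings, since the library labelled Hyp-Imm stands on opposite sides in them. Its regions held the motif in 0.557% by the labels and in 0.554% by the file names.

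The paper finds the largest difference in open chromatin between senescent and immortalized MEFs. By the labels Norm-Pro and Hyp-Imm shared the least (8.17%, against 8.43% for Norm-Sen and Hyp-Imm). With an equal number of peaks (9.81%), at a −log10 q of at least 5 (13.6%) and by the file names (8.17%) the senescent and immortalized libraries shared the least. At a −log10 q of at least 2 (8.29% against 8.41%) and with a reciprocal overlap of 50% (4.39% against 4.59%) Norm-Pro and Hyp-Imm still did.

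In its Results the paper names Jarid2, Ezh2, Tgfa, Sox2 and Sox9 as genes with common peaks. Its Discussion gives common peaks for Jarid2 and Ezh2. There it lists Tgfa, Sox2 and Sox9 among the proliferation genes bound in immortalized hypoxic MEFs. Here Jarid2 had 1 peak and Ezh2 4 peaks in each library, while Tgfa (1 peak), Sox2 (1) and Sox9 (2) had peaks in the Hyp list and 0 in the Norm list.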

Other observations

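The tests of the 4.5S RNA gene and of reads shared between its copies were chosen only after the result was seen; that of tRNA sequences was chosen before.

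Other genes of RNA polymerase III had peaks in both ChIP-seq lists. Rn7s2, a 7SL RNA gene of the signal recognition particle, had a fold enrichment of 18.9 in Norm and 10.1 in Hyp, Rn7sk 14.2 and 11.1, Vaultrc5, a vault RNA gene, 15.4 and 7.49, and Rmrp 11.1 and 11.3. Among tRNA genes, those for tryptophan had a peak in 6 of 8 cases, serine in 14 of 22, isoleucine in 10 of 16, alanine in 13 of 33 and glutamine in 4 of 16. Of 165 tRNA genes with no identical copy among the annotated ones 64 had a peak in Norm and 39 in Hyp, and of 238 with identical copies 118 and 95.

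Gene lists not given at a claim had these percentiles of random lists near ATAC-seq regions: proliferation genes 31.1, lamellipodium 74.5, macrophage 91.7, endothelial 39.8 and epithelial markers 41.1. Near Norm ChIP-seq peaks they were SASP 22.8, HIF targets 23.9, CDK inhibitors and p53 targets 28.1, cell cycle 73.9 (Ccnd3), proliferation genes 35.2, fibroblast 25.2, myofibroblast 36.8, cartilage 69.6 (Matn1), glycogen 32.7, reactive oxygen species 33.1, HOX 30.1, macrophage 88.2 (Fcgr1), endothelial 35.6, skeletal muscle 37.2 and neural 37.8. Near Hyp peaks they were SASP 42.6 (Il1b), HIF targets 39.1 (Tgfa), CDK inhibitors and p53 targets 15.3, proliferation genes 100.0, fibroblast 70.7 (Fn1 and Pdgfra), myofibroblast 26.9, lamellipodium 86.1 (Wasf3 and Cttn), glycogen 56.5 (Phkb), reactive oxygen species 22.7, HOX 90.6 (Hoxb1 and Hoxb2), endothelial 23.7, epithelial 34.1 and skeletal muscle 27.9.

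That tRNA genes carry sequences close to the motif could explain the Tfcp2l1 motif in the shared ChIP-seq peaks. Outside tRNA genes 13.3% of the shared peaks held it (odds ratio 31.9, p = 4.5e-11, Fisher's exact test), which argues against this as the whole explanation.

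Of the 8 ChIP-seq peaks in the domain of Ezh2, 8 hold a copy of the 4.5S RNA gene, against 0 of 19 peaks of the other genes that the paper names. That copies of the 4.5S RNA gene are pulled down stays open as an explanation, since it was found from these same peaks. Reads shared between copies of 1 sequence stay open too, since in 4 of the 8 peaks most 49-base words occur once in the genome and in the others they do not. Whether these peaks act on Ezh2 was not tested.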
